# Jasmonate signalling drives time‐of‐day differences in susceptibility of Arabidopsis to the fungal pathogen *Botrytis cinerea*

**DOI:** 10.1111/tpj.13050

**Published:** 2015-11-21

**Authors:** Robert A. Ingle, Claire Stoker, Wendy Stone, Nicolette Adams, Rob Smith, Murray Grant, Isabelle Carré, Laura C. Roden, Katherine J. Denby

**Keywords:** disease resistance, plant–pathogen interaction, circadian clock, *Botrytis cinerea*, *Arabidopsis thaliana*, defence response, jasmonate, defence gene expression

## Abstract

The circadian clock, an internal time‐keeping mechanism, allows plants to anticipate regular changes in the environment, such as light and dark, and biotic challenges such as pathogens and herbivores. Here, we demonstrate that the plant circadian clock influences susceptibility to the necrotrophic fungal pathogen, *Botrytis cinerea*. Arabidopsis plants show differential susceptibility to *B. cinerea* depending on the time of day of inoculation. Decreased susceptibility after inoculation at dawn compared with night persists under constant light conditions and is disrupted in dysfunctional clock mutants, demonstrating the role of the plant clock in driving time‐of‐day susceptibility to *B. cinerea*. The decreased susceptibility to *B*. *cinerea* following inoculation at subjective dawn was associated with faster transcriptional reprogramming of the defence response with gating of infection‐responsive genes apparent. Direct target genes of core clock regulators were enriched among the transcription factors that responded more rapidly to infection at subjective dawn than subjective night, suggesting an influence of the clock on the defence‐signalling network. In addition, jasmonate signalling plays a crucial role in the rhythmic susceptibility of Arabidopsis to *B. cinerea* with the enhanced susceptibility to this pathogen at subjective night lost in a *jaz6* mutant.

## Significance Statement

The circadian clock impacts plant metabolism and responses to the environment, including host susceptibility to pathogens. Here we demonstrate that Arabidopsis is less susceptible to fungal inoculation at dawn, because the defence transcriptional network is more rapidly activated. Genes differentially expressed at dawn and night were highly enriched for known direct targets of core clock transcription factors, suggesting direct links between the clock and the defence regulatory network.

## Introduction

Plants possess a robust multi‐layered innate immune system to respond to attack by pathogens in their environment. The first line of defence, pathogen associated molecular pattern (PAMP)‐triggered immunity (PTI) is activated following the detection of PAMPs such as flagellin or chitin by pattern recognition receptors at the plasma membrane (Jones and Dangl, 2006; Schwessinger and Zipfel, 2008). Pathogens in turn have evolved effectors which serve both to suppress PTI and secure nutrients and water from the plant host (Macho and Zipfel, 2015). Direct or indirect detection of these effectors by plant resistance (R) proteins activates the second innate immune layer in plants, known as effector‐triggered immunity (ETI) (Dangl and Jones, 2001). Finally, systemic acquired resistance, whereby infection of one part of a plant leads to increased resistance of uninfected tissues to subsequent pathogen challenge forms the final layer of innate immunity in plants (Fu and Dong, 2013). All three branches of innate immunity rely on large scale transcriptional reprogramming in the host plant, which is activated via a complex signalling network that is strongly influenced by the mutual antagonism and co‐operation between jasmonic acid (JA), ethylene (ET) and salicylic acid (SA) signalling pathways (Robert‐Seilaniantz *et al*., 2011).

*Botrytis cinerea* is an ascomycete necrotrophic plant pathogen with a broad host range (Williamson *et al*., 2007). Plants are infected mainly through conidiospores which are released from infected material when disturbed, or by water splash (Choquer *et al*., 2007; Williamson *et al*., 2007). *B*. *cinerea* conidiospores adhere to and germinate on plant surfaces, forming germ tubes and appressorium‐like structures within 12 h of inoculation, prior to penetration and colonisation of the host (Gwynne‐Vaughan, 1922; van Kan, 2006; Choquer *et al*., 2007). Infectious hyphae penetrate the host tissue after enzymatic degradation of cell walls and production of H_2_O_2_, rather than by osmotic pressure, due to the lack of a cell wall between the appressorium and germ tube (van Kan, 2006; Choquer *et al*., 2007). Successful infection of the plant host by *B. cinerea* is achieved through the release of non‐specific phytotoxins, modification of host redox status, suppression of phytoalexin production, and subversion of programmed cell death (van Baarlen *et al*., 2007). The chronology of the transcriptional response of Arabidopsis to *B. cinerea* has been well characterized in a fine‐scale transcriptome profiling experiment, which identified groups of genes that are activated or repressed at the various stages of infection in the first 48 h after inoculation (Windram *et al*., 2012).

Plant defences may be temporally regulated such that they are strongest at the time of maximal vulnerability to infection, e.g. against bacterial pathogens when stomata are open (Zhang *et al*., 2013), or to coincide with the time of day when a pathogen is most abundant, or conditions are most favourable for pathogen growth. Fungal spore release is generally diurnally regulated; ascospores of *Calonectria nivalis* and *Gibberella zeae* (Sanderson, 1970; Paulitz, 1996), and *Leptosphaeria maculans* (Guo and Fernando, 2005) are released nocturnally, usually peaking around 22:00 to 24:00 h. Hartill (1980) found that ascospores of *Sclerotinia sclerotiorum* and conidiospores of *B. cinerea* were most numerous during the morning to early afternoon. The circadian clock is an endogenous time‐keeping mechanism that synchronizes biological processes with the external environment, such that they occur at optimal times of the day (Dodd *et al*., 2005). The plant circadian clock consists of a series of interlocked transcription‐translation feedback loops, with negative feedback between the morning expressed transcription factors CIRCADIAN CLOCK ASSOCIATED 1 (CCA1) and LATE ELONGATED HYPOCOTYL (LHY) and the evening expressed TIMING OF CAB 1 (TOC1), LUX ARHHYTHMO (LUX), EARLY FLOWERING (ELF) 3 and 4 forming the core of the clock (Hsu and Harmer, 2014). While the clock has long been known to allow plants to anticipate predictable daily changes in abiotic stimuli, such as light, only recently has it become apparent that it also allows plants to anticipate interactions with other organisms. It has been demonstrated that defence responses of Arabidopsis to both oomycete and bacterial pathogens vary with the time of day at which infection occurs (Bhardwaj *et al*., 2011; Wang *et al*., 2011; Zhang *et al*., 2013). Temporal variation in susceptibility to *Pseudomonas syringae* pv *tomato* persists in Arabidopsis under constant light conditions, and is abolished in arrhythmic clock mutants (Bhardwaj *et al*., 2011), strongly implicating the circadian clock in modulation of the host immune response.

It was recently reported that *B. cinerea* virulence is regulated by its circadian oscillator and exhibits minimal pathogenicity at dawn (Hevia *et al*., 2015). Here, we show that plant responses to this necrotrophic fungus are also temporally regulated and play a key role in determining the outcome of infection. The plant circadian clock drives variation in susceptibility to *B. cinerea* and we hypothesised that this is achieved through the regulation of expression of key transcription factors (TFs) in the defence network, resulting in time of inoculation‐dependent variation in signalling. We profiled the transcriptome of Arabidopsis leaves inoculated with *B. cinerea* at different times of day and identified a subset of TFs that are known to be direct targets of clock proteins and respond differentially to this pathogen depending on the time at which inoculation occurs. Furthermore, we show that JA/ET‐responsive defence gene expression occurs more rapidly at dawn than night in response to *B. cinerea*, and identify the JA ZIM‐domain protein JAZ6 as a potential link between the circadian clock and JA‐mediated defence in Arabidopsis.

## Results

### Susceptibility of Arabidopsis to *Botrytis cinerea* varies with time of inoculation under diurnal conditions

To determine whether time of inoculation affects the susceptibility of Arabidopsis to *B. cinerea* under diurnal growth conditions, we inoculated leaves from Col‐0 plants with *B. cinerea* spores every 3 h over a 24 h period under 16 h light/8 h dark (LD) conditions. anova revealed that susceptibility to *B. cinerea* showed significant variation with time of inoculation (*P *<* *0.001), with the smallest lesion size observed after inoculation at dawn (ZT0). Susceptibility to *B. cinerea* increased following inoculations over the course of the day, and peaked after inoculation 2 h after dark (ZT18). A significant difference in lesion size on leaves inoculated at ZT0 versus ZT18 was observed at both 48 and 72 hpi (Figure 1). It should be noted that time of inoculation does not correspond to time of infection in these experiments, as spore germination and penetration of the host tissue by fungal hyphae must first occur. This process takes approximately 10–12 h from the time of inoculation, prior to which no significant differences in host gene expression are observed (Windram *et al*., 2012).

**Figure 1:**
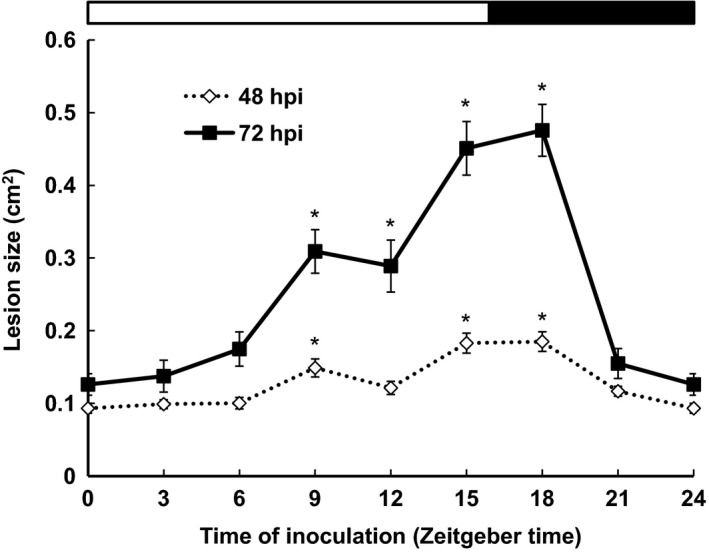
Arabidopsis displays temporal variation in susceptibility to *Botrytis cinerea* under diurnal conditions. Detached leaves from 4‐week‐old plants were inoculated with *B. cinerea* spores at dawn (ZT0) and every 3 h for 24 h under diurnal conditions, and lesion size measured at 48 and 72 h post inoculation (hpi). Data shown are mean values ± standard error of the mean (SEM) (*n *=* *15) from one experiment representative of three. anova revealed a significant effect of time of inoculation on lesion size (*P *< 0.001). Mean lesion sizes significantly different (*P *< 0.01) from those at ZT0 (as determined by Fisher LSD *post‐hoc* analysis) are indicated by *.

### Temporal variation in susceptibility to *B. cinerea* is driven by the circadian clock

To determine whether the temporal variation in susceptibility to *B. cinerea* is driven by the plant circadian clock we next inoculated wild‐type plants from two ecotypes (Col‐0 and Ws‐2) with *B. cinerea* spores under free‐running conditions of constant light (LL). Plants were grown for 4 weeks under standard LD conditions, and transferred to LL 24 h prior to inoculation. Detached leaves were inoculated at the time points that Col‐0 plants displayed the greatest resistance and susceptibility under LD conditions, i.e. subjective dawn (corresponding to circadian time 24, CT24) and subjective night (CT42). Under LL conditions, both Col‐0 and Ws‐2 leaves inoculated at CT24 displayed significantly smaller lesions 72 hpi than those inoculated at CT42 (Figure 2), consistent with plant clock‐driven modulation of susceptibility to *B. cinerea*.

**Figure 2:**
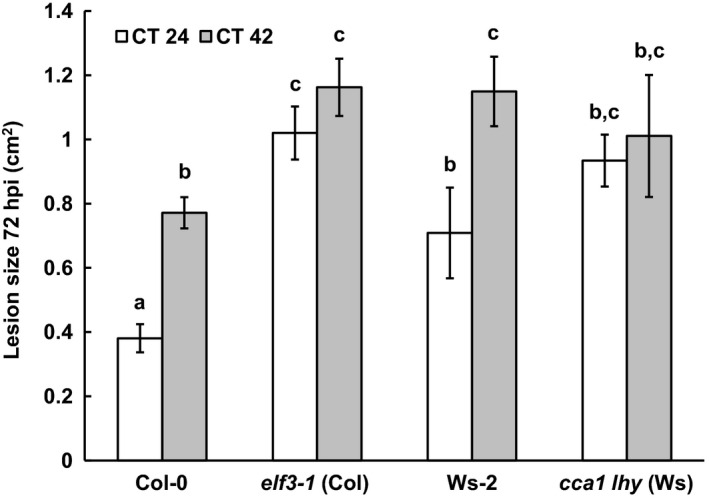
Arabidopsis displays clock‐modulated susceptibility to *Botrytis cinerea*. Detached leaves from 4‐week‐old plants were inoculated with *B. cinerea* spores at CT24 (subjective dawn, white bars) or CT42 (subjective night, grey bars) under LL conditions, and lesion size measured at 72 hpi. Data shown are mean values ± standard error of the mean (SEM) from six (Col‐0 and *elf3‐1*) or three (Ws‐2 and *cca1 lhy*) independent experiments. Twenty leaves were inoculated per genotype/time of inoculation combination in each experiment. anova revealed a significant effect of both host genotype (*P *< 0.001) and time of inoculation (*P *< 0.001) on lesion size. ^a–c^Mean lesion sizes with different letters are significantly different (*P *< 0.01) as determined by Fisher LSD *post‐hoc* analysis.

If the plant clock is responsible for the rhythmic variation in susceptibility to *B. cinerea* in Arabidopsis, then plants with dysfunctional clocks should display altered patterns of susceptibility to this pathogen, as previously reported for the bacterial pathogen *Pseudomonas syringae* (Bhardwaj *et al*., 2011; Zhang *et al*., 2013). We therefore examined the susceptibility to *B. cinerea* at different times of the day in two mutants with compromised clock function; *elf3‐1* (in the Col‐0 background) which is arrhythmic in LL, and the *cca1 lhy* double mutant (in the Ws‐2 background), which has reduced amplitude, short period rhythms in LL (Mizoguchi *et al*., 2002; Thines and Harmon, 2010). While the *elf3‐1* mutant was more susceptible to *B. cinerea* than Col‐0, there was no temporal variation in lesion size in this line (Figure 2). No significant difference in lesion size between leaves inoculated at CT24 versus CT42 was observed for the *cca1 lhy* double mutant either (Figure 2). This may be the result of its dramatically shortened 18 h period meaning that inoculations at CT24 and CT42 occur by chance at equivalent phases of the circadian cycle. These data provide further evidence that temporal variation in susceptibility to *B. cinerea* in Arabidopsis is driven by a functional circadian clock network.

### *B. cinerea* growth is restricted following inoculation at subjective dawn under LL conditions

The significantly smaller lesion sizes observed after inoculation at CT24 versus CT42 in both Col‐0 and Ws‐2 ecotypes suggest that Arabidopsis is better able to restrict the growth of *B. cinerea* when inoculated at dawn than early night. To better quantify pathogen growth, we examined mRNA levels of the *B. cinerea* tubulin gene 72 hpi in Col‐0 leaf tissue inoculated at CT24 and CT42 under LL conditions using quantitative PCR. We observed that tubulin mRNA levels, relative to those of the host gene *PUX1* (At3 g27310), whose expression is unaffected by *B. cinerea* inoculation or diurnal rhythms (Windram *et al*., 2012), were significantly lower in plants inoculated at CT24 than at CT42 (Figure S1). Plants inoculated at subjective dawn thus appear to mount a more effective defence response to *B. cinerea* than those inoculated at subjective night.

### Inoculation at dawn reduces the chance of a successful infection

Although lesion size was significantly smaller in both Col‐0 and Ws‐2 ecotypes when inoculated at subjective dawn versus subjective night (Figure 2), all leaves inoculated with the standard concentration of *B. cinerea* spores used in our experiments (50 000 spores mL^−1^) developed lesions, indicating that all infections were ultimately successful. We therefore attempted to determine whether clock‐modulation of the defence response might confer a fitness advantage at lower spore inocula concentrations by preventing the development of disease symptoms. As expected, a reduction in lesion area 72 hpi was observed as spore concentration of the inoculum was reduced under LL conditions, though temporal variation in susceptibility was still observed at all spore concentrations tested except 50 spores mL^−1^ (Figure 3a). However, as we observed that not all leaves developed lesions at spore concentrations below 50 000 mL^−1^, we also scored for the presence or absence of lesion formation at 72 hpi. The frequency of successful infections decreased with reducing spore concentration, but was consistently higher on leaves inoculated at CT42 (Figure 3b). Chi‐squared analysis revealed a highly significant relationship between time of inoculation and the frequency of disease symptoms at all three lower spore concentrations (Figure 3b) again indicating that a more effective defence response is launched after inoculation at dawn.

**Figure 3:**
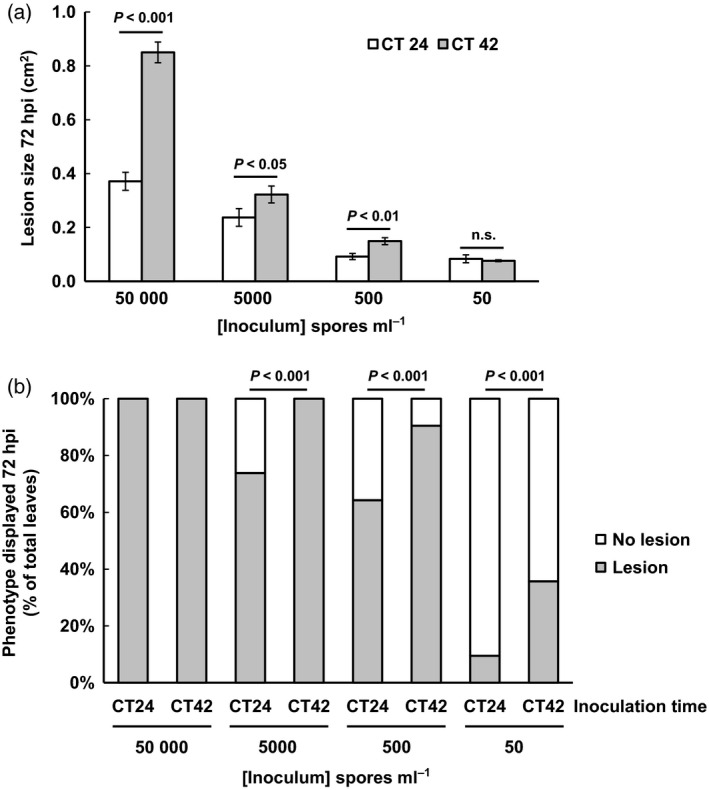
Inoculation at dawn reduces the chance of a successful infection. Detached leaves from 4‐week‐old Col‐0 plants were inoculated with *B. cinerea* spores (ranging from 50 to 50 000 spores mL ^−1^) and disease symptoms assayed at 72 hpi. (a) Mean lesion size ± standard error of the mean (SEM) on leaves that developed disease symptoms (data pooled from three independent experiments, from left to right *n *=* *42, 42, 29, 40, 25, 26, 4 and 15 respectively), *P*‐values from anova for each comparison are indicated. (b) Proportion of leaves displaying disease symptoms (determined as formation of primary lesion) as percentage of total number of leaves inoculated across the three experiments (*n *=* *42). The *P*‐values shown are from chi‐squared analysis testing for a significant relationship between time of inoculation and success of infection at each spore concentration.

### The host transcriptional response to *B. cinerea* varies with time of inoculation

Large‐scale transcriptional reprogramming following pathogen detection is a major component of the host immune response, with differential expression of approximately one‐third of the Arabidopsis genome occurring within 48 h of inoculation with *B. cinerea* 6 h after dawn (Windram *et al*., 2012). One possible explanation for the temporal variation in susceptibility to *B. cinerea* in Arabidopsis is that the magnitude and/or speed of the transcriptional defence response to this pathogen varies over a 24 h period. To test this hypothesis, we analysed global gene expression using NimbleGen arrays following inoculation of Arabidopsis leaves under LL conditions at either subjective dawn (CT24) or night (CT42). 

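The array experiment comprised 8 conditions. Leaves were inoculated with B. cinerea spores or mock inoculated with grape juice, at subjective dawn (CT24) or subjective night (CT42), and were harvested at 18 or 22 hpi. Leaves inoculated at dawn were thus harvested at CT42 and CT46 and those inoculated at night at CT60 and CT64, so that leaves compared at the same hpi also differed in the circadian time of harvest. RNA from 4 leaves was pooled for each condition, and each pool was hybridised to 2 duplicate arrays, giving 16 arrays. Each condition was therefore represented by 1 pool, with no biological replication at the level of the arrays. The spread between duplicate arrays reflects technical steps alone, and the methods do not say whether each duplicate was labelled separately. The authors normalized the arrays with RMA and deposited log2 expression values, which were used here without further scaling. Each array held 31524 values, 1 for each transcript of 27143 genes, with medians between 9.93 and 10.03, and no value was missing. RMA brings all arrays to a common distribution, so a shift shared by most genes cannot be seen in these values. Probe intensities were not used here, so signal over background is unknown, and the number of pools limits the precision of every comparison. Values of the duplicate arrays were averaged for each pool. The response to infection is given as the log2 value of the infected pool minus that of the mock inoculated pool of the same time of day and hpi, and errors given with ± are the SD of the duplicate arrays, combined as the root of the sum of squares where pools were subtracted. For genes with several transcripts on the array the transcript listed in Dataset S2 was taken, and otherwise the lowest-numbered transcript.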

Based on recent high‐resolution expression profiling of the Arabidopsis transcriptome response to *B. cinerea*, we selected 18 and 22 hpi for gene expression analysis as these were time points at which a large proportion of genes first showed differential expression (Windram *et al*., 2012).

As an initial validation of the microarray data, we analysed the expression of 31 marker genes consistently upregulated in response to *B. cinerea* infection in previous studies (Dataset S1). Of these 31 genes, 27 showed a ≥1.5‐fold (log_2_0.6) up‐regulation in response to *B. cinerea* in at least one of the two time points after inoculation at subjective dawn or subjective night, indicating that the infections had triggered the expected transcriptional response in the host. 

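All 31 marker genes were found on the arrays, and the log2 ratios computed here equalled those of Dataset S1 to within 0.0001. Up-regulation of at least 0.6 was seen in 26 of the 31 genes at 18 hpi and in 27 at 22 hpi after inoculation at dawn, and in 24 and 26 genes respectively after inoculation at night, with 24 genes up-regulated in all 4 comparisons. The median response of the markers was 1.64 at 18 hpi and 1.50 at 22 hpi after dawn inoculation, against 1.14 and 1.76 after night inoculation. In 23 of the 31 markers the dawn response at 18 hpi was above the night response, with a median difference between the dawn and night responses of 0.22. This was larger than in each of 10000 random gene lists of the same size matched on mean expression. At 22 hpi the dawn response was above in only 4 of the 31 and the median difference was -0.29, lower than in each of the random lists. The lists were not matched on response to infection, so they do not set the markers apart from other induced genes. Among 1818 upregulated genes (mean response of at least 1) the median response at 18 hpi was also larger after dawn inoculation, 1.42 against 1.15. The infected pools of the markers differed by a median of 0.05 at 22 hpi, whereas the mock inoculated pools differed by 0.40, with 29 of the 31 markers higher in the mock pool of dawn inoculation. Across the whole array, limma was fitted to the 8 pool means with terms for infection, time of day, their interaction and hpi. After Benjamini-Hochberg adjustment at 0.05 it called 15491 of 31524 transcripts for infection, 6227 higher and 9264 lower in infected pools, or 7256 higher and 7826 lower with each array centred on its median. Leaving out the mock pool of dawn inoculation at 22 hpi moved this number most, to 6279. Of the marker genes, 29 were called for infection in the test over all transcripts and 29 when p-values were adjusted over the list alone. For dawn minus night among infected pools and for the difference between responses, 0 markers were called in either way. From the response of most markers, the paper concludes that infection had triggered the transcriptional response known from earlier studies.

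**Figure D1:**
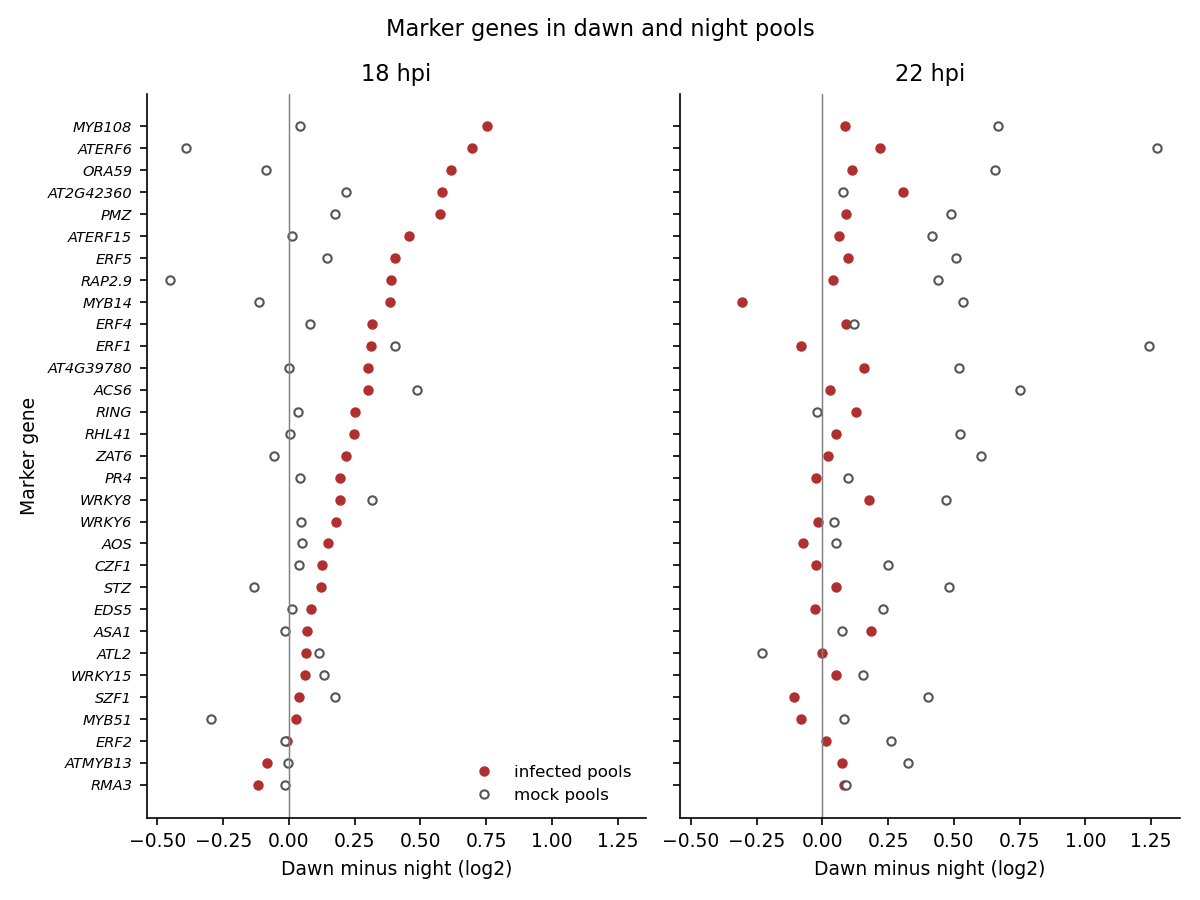
Difference between the dawn and night pools (log2, horizontal axis) for each of the 31 marker genes, listed on the vertical axis, at 18 hpi (left) and 22 hpi (right). Filled points (infected pools) and open points (mock inoculated pools) are means of 2 duplicate arrays, and at 22 hpi their medians are 0.05 and 0.40.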

The fact that these studies were carried out on different platforms, and the current study was limited to two time points after inoculation may explain why the remaining four genes were not upregulated as expected.

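The 4 markers that were not up-regulated were PR4 (AT3G04720), ATL2 (AT3G16720), RMA3 (AT4G27470) and AOS (AT5G42650). The largest response of PR4 was 0.58 ± 0.13, after night inoculation at 22 hpi, and that of ATL2 was 0.57 ± 0.04, after dawn inoculation at 22 hpi, so both lay just under the threshold. RMA3 and AOS did not respond, with values no higher than 0.09 ± 0.08 and 0.07 ± 0.09. All were strongly expressed in the mock inoculated pools, where PR4 had log2 values of 13.99 to 14.11. A threshold of 1 in place of 0.6 left 23 up-regulated markers, centring each array on its median gave 29, and scaling each array to the mean of Actin2 and PUX1 gave 24.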

From the expression data, we identified 901 genes that are responding differentially to inoculation with *B. cinerea* at dawn compared with night (Dataset S2). 

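The selection was repeated on the 16 arrays with the criteria of the methods. It gave 926 genes, which included all 901 genes of Dataset S2. The pool means of these genes equalled the log2 values of Dataset S2 to within 0.0001. Of the 25 additional genes, 19 are mitochondrial, 1 is chloroplast and 5 are nuclear genes selected through transcript 2 or 5, and Dataset S2 holds no organelle gene. The residual of the analysis of variance is the spread between duplicate arrays, so this test compares the 8 pools and not the conditions. Of the alternatives tried, the filters without the analysis of variance gave most genes, 3953, and scaling each array to the mean of Actin2 and PUX1 gave fewest, 257. With the pools as the unit, limma on the 8 pool means called 0 transcripts for a difference between dawn and night among infected pools and 0 for a difference between the dawn and night responses after Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 1297 and 947 transcripts respectively. The residual of this fit also holds the change of the response between 18 and 22 hpi. With a term for that change, chosen after the values were seen, 23 transcripts were called for the difference between infected pools and 0 for that between responses, and 6765 and 3602 had an unadjusted p under 0.05. With all 16 arrays and the pool as a random block, limma's duplicateCorrelation fit called 109 and 18 transcripts. That fit applies 1 correlation between duplicates, 0.73, to all transcripts, and the duplicate arrays add to its residual degrees of freedom. Its p-values can therefore be too small for transcripts whose pools vary more than this correlation implies. In simulated data with 200 transcripts changed by 2 on the log2 scale, the fit to the pool means found 103 for the difference between responses, with 3 false calls.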

All 901 differentially expressed genes (DEGs) are significantly up‐ or downregulated in response to *B. cinerea*, but in addition show a significant difference in expression in leaves inoculated at subjective dawn compared with leaves inoculated at subjective night, and/or a significant difference in their response to infection (i.e. fold change in infected versus mock inoculated leaves) at subjective dawn compared to night (see Figure S2).

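Classed by the thresholds of 0.6 at 18 or 22 hpi, 378 of the 901 genes differed both in expression level between the infected pools and in response. A further 268 differed in expression level only, and 255 in response only. Of the 983 selected transcripts, 655 had significant effects of both infection and time of day and 362 had a significant interaction between them. The interaction of infection, time of day and hpi was significant in 193, and 229 had effects of infection and of the interaction between time of day and hpi. Significant main effects of infection and time of day alone led to the selection of 384 transcripts.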

### Transcription factor genes show both rhythmic basal expression and differential sensitivity to *B. cinerea* infection

Members of a number of TF families, including WRKY, AP2/ERF, NAC and MYB, have been shown to play a role in defence against *B. cinerea* (Birkenbihl and Somssich, 2011). Furthermore, TFs form the backbone of the gene regulatory network mediating transcriptional reprogramming in response to *B. cinerea* infection (Windram *et al*., 2012). As such, temporal variation in TF expression could have a significant impact on the host defence response. Of the 901 genes that show differential expression after inoculation at different times of the day, 99 encode TFs (Dataset S3). These differentially expressed TFs include the known positive regulators of *B. cinerea* defence responses, MYB108 (Mengiste *et al*., 2003) and ERF6 (Moffat *et al*., 2012). 

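All 99 TF genes of Dataset S3 were among the genes selected here. By the grouping of the paper, 23 belonged to UPUP18, 5 to UPUP22, 35 to DOWNDOWN18 and 10 to DOWNDOWN22, so that 73 were in these 4 groups. Of the others, 2 were in UPDOWN18, 10 in UPDOWN22, 5 in DOWNUP18 and 9 in DOWNUP22. The 594 log2 ratios and differences listed for these genes in Dataset S3 equalled those computed here to within 0.0001.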

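MYB108 (AT3G06490) had a log2 value of 12.12 ± 0.03 in the infected dawn pool and 11.37 ± 0.04 in the infected night pool at 18 hpi, against 8.76 ± 0.07 and 8.72 ± 0.06 in the corresponding mock inoculated pools. ERF6 (AT4G17490) had 12.75 ± 0.00 and 12.06 ± 0.01 in the infected pools and 8.91 ± 0.01 and 9.30 ± 0.05 in the mock pools. At 18 hpi both genes were higher in the infected dawn pool by more than the duplicate arrays differed, by 0.76 ± 0.05 and 0.70 ± 0.01. By 22 hpi the infected pools differed by 0.08 ± 0.02 for MYB108 and 0.22 ± 0.06 for ERF6.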

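At 18 hpi the response of MYB108 was 3.36 ± 0.08 after dawn inoculation and 2.65 ± 0.07 after night inoculation. That of ERF6 was 3.84 ± 0.01 and 2.75 ± 0.05, while the infected dawn pool differed from the night pool by 0.70 ± 0.01 and the mock inoculated pools by -0.39 ± 0.05. At 22 hpi the order was reversed, with responses of 4.32 ± 0.02 and 4.91 ± 0.13 for MYB108 and of 3.43 ± 0.05 and 4.49 ± 0.04 for ERF6. At that time the mock inoculated dawn pool was higher than the night pool by 0.67 ± 0.13 for MYB108 and 1.27 ± 0.03 for ERF6. Each value compares 1 pool with 1 pool, and limma on the pool means called neither gene for a difference between the dawn and night responses.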

Up‐regulation of both TFs was greater at 18 hpi in leaves inoculated at subjective dawn compared with night, indicative of a faster activation of the defence regulatory network following inoculation at dawn.

We investigated whether the more rapid activation of the defence network was a result of differential basal expression of key TFs such that the same fold change in expression following infection results in significantly different absolute expression levels (expression level‐only genes in Dataset S3 and Figure S2b) or whether there was differential induction/repression of TF genes after inoculation at subjective dawn versus subjective night leading to different expression levels (both a fold change and expression level difference in Dataset S3 and Figure S2c). This latter situation can be interpreted as gating of the defence response by the clock so that the magnitude of the host response to pathogen detection varies with time of day. We found evidence for both types of regulation in up‐ and downregulated TF genes (Figure S3). 

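Applied to the pool means, the thresholds placed 23 of the 99 TF genes in the class expression level only, 47 in the class with both differences and 29 in the class fold change only. The paper's classes hold 29, 37 and 33 genes. For 89 genes the classes were the same, and the other 10 moved to the class with both differences. With a threshold of 1 the classes held 13, 17 and 18 genes. GATA20 (AT2G18380) and HYH (AT3G17609) are the paper's examples of a basal difference with a similar fold change, among down- and upregulated genes respectively. For GATA20 the infected dawn pool differed from the night pool at 22 hpi by -0.64 ± 0.08 and the mock inoculated pools by -0.21 ± 0.03. HYH differed between the infected pools by 1.24 ± 0.14 at 18 hpi and 0.62 ± 0.04 at 22 hpi, and between the mock inoculated pools by 1.21 ± 0.05 and 1.07 ± 0.09, so that its dawn and night responses differed by 0.04 ± 0.15 at 18 hpi and -0.45 ± 0.10 at 22 hpi. AKS1 (AT1G51140) and ANAC048 (AT3G04420) are its examples of a different fold change. The response of AKS1 at 18 hpi was -2.11 ± 0.06 after dawn inoculation, and differed from that after night inoculation by -1.11 ± 0.07. At 22 hpi the difference was -0.56 ± 0.06. ANAC048 responded at 18 hpi by 0.96 ± 0.07 after dawn and 0.18 ± 0.02 after night inoculation. Basal levels of both differed little, by 0.10 ± 0.07 and 0.02 ± 0.07 at 18 hpi. The paper interprets a response whose size depends on the time of day as gating of the defence response by the clock.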

We also found TFs that had a different fold change in response to infection at subjective dawn or night but the resulting expression levels were not significantly different (fold change only in Dataset S3). This suggests that the level of expression of these genes is tightly controlled and/or there is a maximal level of expression for these genes. 

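In the 29 TF genes that differed in fold change only, the dawn and night responses at 22 hpi differed by a median absolute value of 0.71, while the infected pools differed by 0.20. At 18 hpi these medians were 0.37 and 0.31. The response at 22 hpi was larger in size after night inoculation in 17 of the 29 genes, and in 19 genes the mock inoculated dawn and night pools differed by 0.6 or more at 18 or 22 hpi. In the class with both differences the median absolute difference between responses was 0.79 at 18 hpi and 0.82 at 22 hpi, and that between infected pools was 0.89 and 0.64.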

We selected four of the differentially expressed TFs for validation of their expression profiles using qPCR. The qPCR analysis, also carried out on samples from plants inoculated under LL conditions, confirmed the differential expression of these TFs after inoculation at subjective dawn or night (Figure 4). 

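Among the 99 TF genes, 39 were upregulated by at least 0.6 after dawn inoculation. The 99 were selected for dawn and night differences in these same arrays, and the 39 by their dawn response alone. Higher values after dawn inoculation are therefore partly a product of the choice of genes. At 18 hpi, 33 of the 39 were higher in the infected dawn pool than in the infected night pool, 20 of them by 0.6 or more. At 22 hpi 33 of the 39 were higher, 8 of them by 0.6 or more, and the median difference between the infected pools was 0.31, against 0.61 at 18 hpi. The dawn response was above the night response in 32 of the 39 genes at 18 hpi and in 17 at 22 hpi.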

Enhanced expression of TF genes after inoculation at dawn appears to be driving a more rapid host defence response, potentially leading to the observed decrease in susceptibility to *B. cinerea* infection.

**Figure 4:**
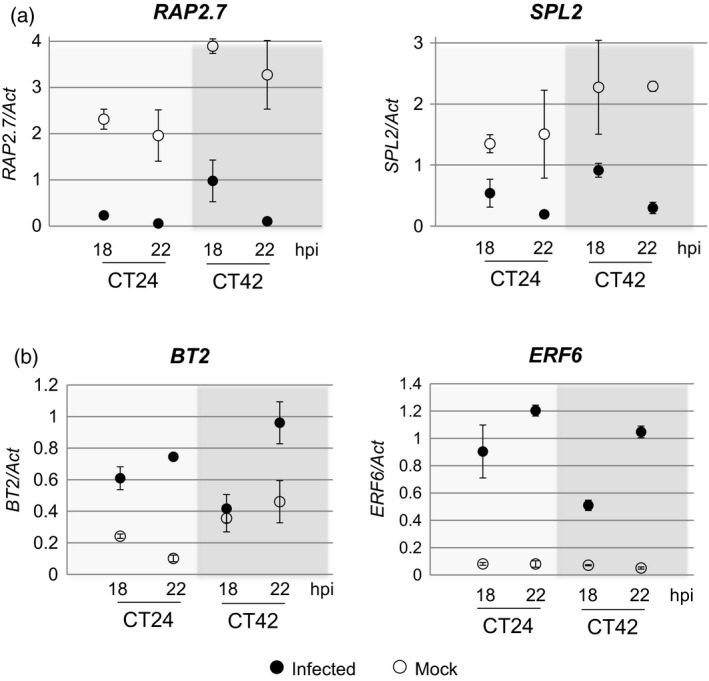
Differential expression (as determined by qPCR) of transcription factor (TF) encoding genes in response to infection at subjective dawn and night under LL conditions. (a) TF genes showing different basal levels of expression at CT24 (subjective dawn) or CT42 (subjective night), but a similar fold change in response to infection and (b) TF genes with a different fold change in response to infection at CT24 or CT42. Filled circles are expression values after *B. cinerea* infection and open circles from mock inoculated leaves. Values shown are mean expression values (normalized to *Actin2* expression) from three biological replicates ± standard error of the mean (SEM).

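Dataset S3 marks 45 of the 99 TF genes as circadian from Hazen et al. and 46 from Covington et al., with 58 genes (58.6%) marked in at least 1 of them and 33 in both. In the 58 genes the mock inoculated dawn and night pools differed by a median absolute value of 0.62, averaged over 18 and 22 hpi. In the 41 genes marked in neither the median was 0.51. Random gene lists matched on mean expression had medians near 0.15 and 0.16, and none of 10000 lists reached the value of either set. The circadian set gave 0.43 at 18 hpi alone and 0.77 at 22 hpi alone. All 99 genes had been selected for differences between dawn and night inoculation in these same arrays.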

Approximately half of the TFs differentially expressed after inoculation at subjective dawn or night show circadian expression patterns in the data sets analysed by Hazen *et al*. (2009) or Covington *et al*. (2008), which may drive differences in basal expression in these genes. Strikingly, the differentially expressed TFs are highly enriched for genes that are direct targets of the core clock components (Dataset S3). Direct targets of TOC1 (Huang *et al*., 2012), PRR5 (Nakamichi *et al*., 2012), and PRR7 (Liu *et al*., 2013) were significantly enriched (*P *< 0.0001) compared with the genome as a whole indicating a high level of input from the clock on these defence‐related regulators.

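Dataset S3 marks 11 of the 99 TF genes as targets of TOC1, 9 as targets of PRR5 and 11 as targets of PRR7. These are 19 different genes, 5 of which are targets of all 3 regulators, and 16 of the 19 are also marked as circadian. Between the mock inoculated dawn and night pools the 19 targets differed by a median absolute value of 0.78, averaged over 18 and 22 hpi, and the other 80 TF genes by 0.52. The lists of targets across the genome were not used here, so the enrichment itself was not recomputed. From the enrichment, the paper concludes that the clock has a high level of input into these regulators.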

### Hormone responsive genes are differentially expressed after inoculation at dawn or night

To gain insight on the biological processes represented by the genes differentially responding to inoculation at dawn or night, we grouped the 901 DEGs into eight groups on the basis of their expression patterns (Dataset S2). 

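The grouping was repeated on the pool means with the rules of Methods S1. It placed 899 of the 901 genes in the group that Dataset S2 gives. In simulated data with 200 transcripts given a response of 3 after dawn and 1 after night inoculation, 157 were selected and all 157 were placed in UPUP18, with 0 false selections among 31524 transcripts. Unchanged transcripts varied there only by the spread between duplicate arrays. The simulation therefore checks the computation and does not give the rate of false selections among pools that differ.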

The first four groups are: (i) UPUP18 – genes upregulated in response to infection and with a higher expression level and/or induction after inoculation at dawn compared to night by 18 hpi; (ii) UPUP22 – genes upregulated in response to infection and with a higher expression level and/or induction after inoculation at dawn compared to night only at 22 hpi; (iii) and (iv) the corresponding downregulated groups, DOWNDOWN18 (genes downregulated in response to infection and with a lower expression level and/or greater repression after inoculation at dawn compared to night by 18 hpi) and DOWNDOWN22 (lower expression and/or greater repression after inoculation at dawn compared with night only observed at 22 hpi). These four groups contained the majority (71%) of the DEGs: UPUP18 – 219 DEGs, UPUP22 – 44 DEGs, DOWNDOWN18 – 257 DEGs, DOWNDOWN22 – 123 DEGs. These appear to be genes whose response to infection is amplified or occurs more rapidly after inoculation at dawn compared to night and hence may underlie the enhanced defence response after inoculation at dawn.

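Repeated here, the rules gave 219 genes in UPUP18, 44 in UPUP22, 257 in DOWNDOWN18 and 123 in DOWNDOWN22. These groups hold 643 of the 901 genes (71.4%). Over all 926 genes selected here the share was 71.9% (95% Wilson interval 68.9 to 74.7, over genes, which are not independent). Of the 643 genes, 476 are in the groups that differed by 18 hpi and 167 in those that differed at 22 hpi only. The share rose to 76.7% when the filters were applied without the analysis of variance and fell to 69.2% with a threshold of 1.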

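Medians were taken over the genes that Dataset S2 places in each group. Those of UPUP18 had a median response at 18 hpi of 1.70 after dawn inoculation and 1.00 after night inoculation. By 22 hpi the medians were 2.37 and 2.28, so the group was close to the same response at the later time. The infected dawn pool was higher by a median of 0.72 at 18 hpi and 0.25 at 22 hpi. In DOWNDOWN18 the median response at 18 hpi was -0.98 after dawn and -0.42 after night inoculation, and -1.86 and -1.50 at 22 hpi. The groups that differed at 22 hpi only had median responses at that time of 1.14 after dawn and 0.38 after night inoculation for UPUP22, and of -1.49 and -0.92 for DOWNDOWN22. Each group was formed from these same differences. Among UPUP18 genes whose duplicate arrays did not overlap, the largest differences between infected pools at 18 hpi were those of AT3G01345, 4.47 ± 0.11, AT4G11290, 2.73 ± 0.17, and AT4G10270, 2.00 ± 0.28. In DOWNDOWN18 they were those of SAUR20 (AT5G18020), -3.57 ± 0.14, AT5G18030, -3.02 ± 0.22, and DREB1A (AT4G25480), -2.99 ± 0.08, the last of which differed by -2.72 ± 0.05 between the mock inoculated pools. At 22 hpi, AT1G15610, FT (AT1G65480) and AT4G10500 led UPUP22 with 2.01 ± 0.03, 1.58 ± 0.03 and 1.25 ± 0.03. MAF5 (AT5G65080), MLP329 (AT2G01530) and BAM6 (AT2G32290) led DOWNDOWN22 with -3.61 ± 0.36, -2.53 ± 0.09 and -2.11 ± 0.11. The paper proposes that these groups respond more strongly or more rapidly after inoculation at dawn and may underlie the enhanced defence response.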

The remaining 246 DEGs showed a less intuitive expression pattern. 

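The remaining groups held 245 of the 901 genes here. They comprised 99 genes that differed by 18 hpi and 146 that differed at 22 hpi only. A further 13 genes were both up- and downregulated after dawn inoculation and so belonged to no group.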

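The rules gave 46 genes in UPDOWN18 and 99 in UPDOWN22. Over the genes that Dataset S2 places in UPDOWN18, the median response at 18 hpi was 0.29 after dawn and 1.07 after night inoculation. For UPDOWN22 the median response at 22 hpi was 2.17 after dawn and 3.09 after night inoculation. The infected pools of the 98 genes that Dataset S2 places in UPDOWN22 differed by a median of 0.03 at 22 hpi, and by less than 0.6 in 81 of them. Their mock inoculated dawn pool was higher than the night pool by a median of 0.86, and by 0.6 or more in 77 genes. CIPK25 (AT5G25110) had the largest difference between infected pools in UPDOWN18, -1.38 ± 0.05 at 18 hpi, and UPB1 (AT2G47270) in UPDOWN22, -1.52 ± 0.07 at 22 hpi.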

Forty‐seven and 98 DEGs were up‐regulated in response to infection, but showed lower expression or reduced response to infection after inoculation at subjective dawn compared with night at 18 or 22 hpi respectively (UPDOWN18, UPDOWN22). Similarly 53 and 48 DEGs were downregulated in response to infection but showed higher expression or response to infection after inoculation at subjective dawn compared to night at 18 and 22 hpi respectively (DOWNUP18, DOWNUP22).

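Here 53 genes fell into DOWNUP18 and 47 into DOWNUP22. Over the genes of these groups in Dataset S2, the infected dawn pool was higher than the night pool by a median of 0.85 at 18 hpi in DOWNUP18, where the mock inoculated pools differed by 0.62. In DOWNUP22 the infected pools differed by 0.53 at 22 hpi and the mock inoculated pools by -0.35. AT2G15020 led DOWNUP18 with 3.33 ± 0.12 at 18 hpi, a difference that was already present between its mock inoculated pools (3.62 ± 0.05). GBSS1 (AT1G32900) led DOWNUP22 with 1.80 ± 0.06 at 22 hpi.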

We focused on the four main groups of genes with enhanced response to inoculation at subjective dawn and investigated the biological processes these genes are involved in using enrichment of Gene Ontology (GO) terms (Ashburner *et al*., 2000) (Figure 5 and Dataset S4). This analysis suggested that the majority of functionally coordinated changes in gene expression occur by 18 hpi; very few GO terms were enriched in genes only showing a difference in expression between subjective dawn and night inoculation at 22 hpi. 

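The paper's table of enriched terms lists 54 terms for UPUP18 and 98 for DOWNDOWN18, against 3 for UPUP22 and 1 for DOWNDOWN22. The other groups, which the paper did not pursue, have 54 terms (UPDOWN18), 136 (UPDOWN22), 214 (DOWNUP18) and 48 (DOWNUP22) in that table. On the arrays, the 5 genes of its term peptide transport in UPUP22 had a median response at 22 hpi of 0.85 after dawn and -0.06 after night inoculation, and the 8 genes of response to UV in DOWNDOWN22 had -2.06 and -1.17.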

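The paper's table lists 11 of the 221 annotated genes of DOWNDOWN18 under the term circadian rhythm. On the arrays, these 11 genes had a median response of -0.74 after dawn and -0.28 after night inoculation at 18 hpi, and of -1.39 and -1.30 at 22 hpi. All 11 were lower in the infected dawn pool at 18 hpi, with a median difference from the night pool of -1.03, and the mock inoculated pools differed by -0.56. The same term covers 6 of the 50 annotated genes of DOWNUP18 in that table, and all 6 were higher in the infected dawn pool at 18 hpi, by a median of 1.77, with 1.67 between the mock inoculated pools. All 11 and all 6 differed by 0.6 or more between these infected pools, the rule that formed their groups. The directions at 18 hpi thus follow from the grouping.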

The presence of the GO term ‘circadian rhythm’ in the genes repressed in response to infection is expected and an initial validation of our expression profiling approach. We know that the amplitude of core clock gene expression is reduced in response to *B. cinerea* infection (Windram *et al*., 2012) and that these genes are obviously expressed at different basal levels at dawn and night.

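Core clock genes differed widely between the mock inoculated dawn and night pools. CCA1 (AT2G46830) was higher in the dawn pool by 2.73 ± 0.04 at 18 hpi and 3.34 ± 0.03 at 22 hpi, and LHY (AT1G01060) by 2.85 ± 0.02 and 2.87 ± 0.06. RVE8 (AT3G09600) followed with 2.04 ± 0.03 and 1.62 ± 0.02. Evening genes were lower in the dawn pool, with dawn minus night values of -0.36 ± 0.05 and -0.78 ± 0.04 for TOC1 (AT5G61380), -1.13 ± 0.07 and -0.51 ± 0.07 for GI (AT1G22770) and -0.41 ± 0.11 and -0.95 ± 0.05 for ELF4 (AT2G40080). PRR7 (AT5G02810) and PRR9 (AT2G46790) changed order between harvests, from -1.09 ± 0.02 to 0.27 ± 0.03 and from -0.94 ± 0.03 to 0.72 ± 0.11. CCA1 was repressed most where it was high. Its response was -0.87 ± 0.02 and -2.23 ± 0.03 at 18 and 22 hpi after dawn inoculation, and -0.43 ± 0.07 and -0.64 ± 0.04 after night inoculation. For LHY the corresponding values were -0.56 ± 0.03, -1.62 ± 0.06, -0.38 ± 0.02 and -0.15 ± 0.03. The response of TOC1 at 22 hpi was 0.34 ± 0.03 after dawn inoculation, or -0.18 with each array scaled to the mean of Actin2 and PUX1, and -0.33 ± 0.04 after night inoculation. Each condition had 1 time of harvest per hpi, so amplitude itself was not measured by these arrays.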

**Figure 5:**
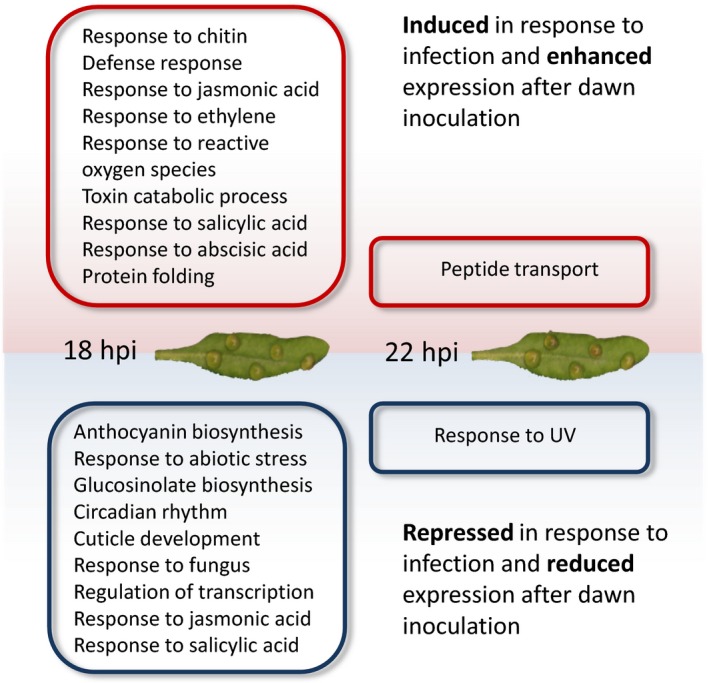
Biological processes associated with the enhanced defence response at subjective dawn. The figure indicates selected Gene Ontology (GO) biological process terms enriched in genes whose response to infection is enhanced at subjective dawn compared with subjective night.

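For the terms shown in Figure 5, the genes that the paper's table lists were followed on the arrays. UPUP18 and DOWNDOWN18 were formed from dawn and night differences at 18 hpi, so differences at that hour are partly a product of the grouping. Median responses at 18 hpi in UPUP18 were 1.79 after dawn and 1.15 after night inoculation for response to chitin (14 genes), 2.04 and 0.98 for defense response (26 genes) and 1.53 and 0.98 for toxin catabolic process (7 genes). At 22 hpi these medians were 2.44 and 2.55, 2.72 and 2.52, and 2.00 and 2.33. The night median was then the larger for chitin and toxin catabolic process, and also for response to reactive oxygen species (1.53 and 1.97), protein folding (1.85 and 1.98) and response to heat (1.85 and 2.12). For response to oxygen levels (6 genes) the medians at 18 hpi were 1.74 and 0.53, and at 22 hpi 2.34 and 0.88. In DOWNDOWN18 the 8 genes of glucosinolate biosynthetic process had median responses of -1.31 and -0.65 at 18 hpi and -2.98 and -1.95 at 22 hpi. The smallest corrected p in the paper's table for DOWNDOWN18, 3.1183e-18, belongs to anthocyanin biosynthetic process, with 16 of 221 annotated genes. Of these genes LDOX (AT4G22880) had a response at 18 hpi of -3.73 ± 0.30 after dawn inoculation and 0.06 ± 0.06 after night inoculation, and -4.61 ± 0.13 and -1.66 ± 0.09 at 22 hpi. Those of DFR (AT5G42800) were -2.74 ± 0.10, -0.06 ± 0.11, -3.48 ± 0.04 and -1.33 ± 0.05 in the same order. At 18 hpi the mock inoculated dawn pool was higher than the night pool by 1.88 for LDOX and 1.35 for DFR. LDOX and DFR were chosen from this term after their values were seen.

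**Figure D2:**
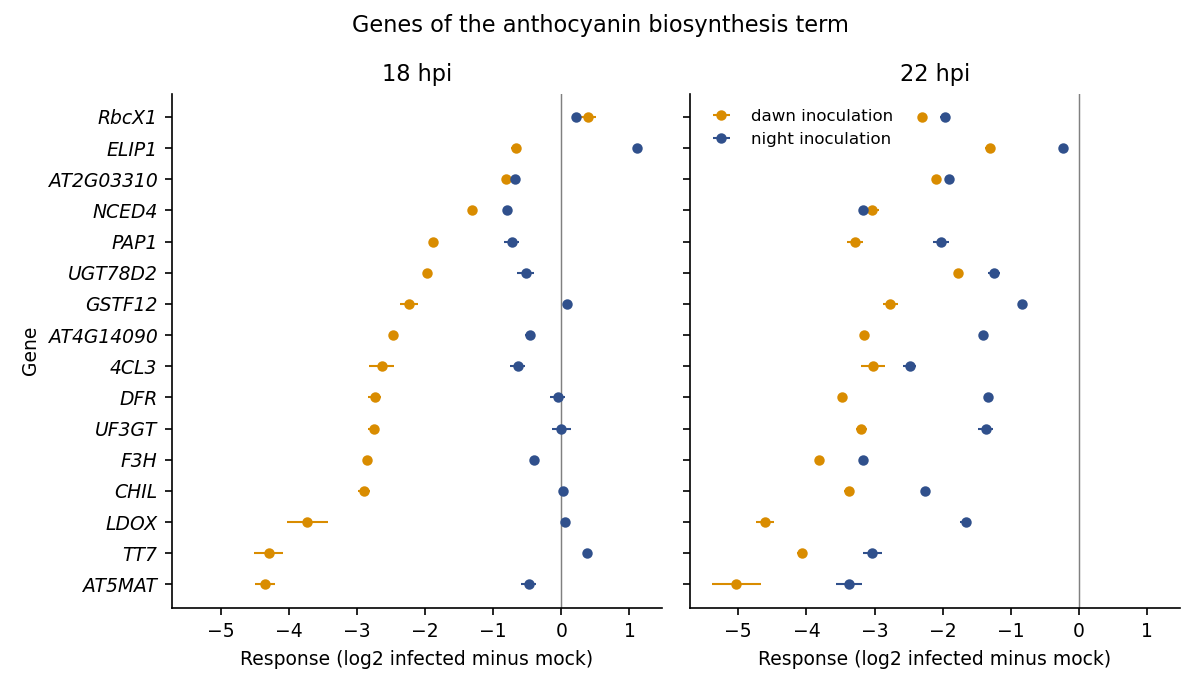
Response to infection (log2 infected minus mock, horizontal axis) at 18 hpi (left) and 22 hpi (right) of the 16 genes listed under the term, named on the vertical axis. Points are means of 2 duplicate arrays per pool after dawn (orange) or night (blue) inoculation and bars are the combined SD of the duplicate arrays, with medians at 18 hpi of -2.55 after dawn and -0.23 after night inoculation.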

Several of the terms in Figure 5 (including toxin catabolism and glucosinolate biosynthesis) match those identified in our previous expression time series following inoculation of Arabidopsis leaves with *B. cinerea* 6 h after dawn (Windram *et al*., 2012) suggesting that a specific sector of the defence response is temporally regulated. A striking observation is the abundance of terms associated with hormone signalling and response pathways both in the groups induced and repressed in response to infection, as well as terms directly related to the perception and response to fungal infection. 

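In the paper's table, genes of UPUP18 responding to JA number 12, to ET 10, to SA 10 and to ABA 11, of 169 annotated genes, and together these are 31 different genes. UPUP18 was formed from differences in favour of dawn inoculation at 18 hpi, so higher dawn values at that hour partly follow from the grouping. At 18 hpi the genes of the JA term had a median response of 2.15 after dawn and 1.36 after night inoculation. The ET term had 2.27 and 1.74, the SA term 2.05 and 1.00 and the ABA term 1.87 and 1.09. By 22 hpi the median responses after dawn and night inoculation were 3.10 and 3.10 (JA), 3.03 and 3.00 (ET), 2.83 and 1.66 (SA) and 2.52 and 2.32 (ABA). Taken gene by gene, the dawn minus night response at 22 hpi had a median of -0.19 for the JA term, -0.19 for ET, 0.76 for SA and -0.37 for ABA. Infected leaves inoculated at dawn were still higher at 22 hpi by a median of 0.16 (JA), 0.14 (ET), 0.31 (SA) and 0.18 (ABA).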

Notably, genes responding to four phytohormones (ET, JA, SA and ABA) are enriched in upregulated genes showing an enhanced response to infection by 18 hpi at dawn compared to night (UPUP18).

We used the meme‐lab software (Brown *et al*., 2013) to determine whether the promoters of genes responding differentially to infection at different times of the day were enriched for particular DNA sequences. The meme‐lab results are given in Dataset S5 but of particular interest was a motif enriched in the promoters of genes in the UPUP18 group. This motif, a GCC‐box motif, was found in the promoters of five genes, three of which were plant defensins (*PDF1.2*,* 1.2b* and *1.2c*). 

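The paper's motif table places the sites at position 235 of the upstream sequence of PDF1.2 (AT5G44420, ACCAGCCGCCCA), 227 of PDF1.2b (AT2G26020, ACCAGCCGCCCA) and 193 of PDF1.2c (AT5G44430, ACCAGCAGCCCA). The other sites are at 325 of SRG3 (AT3G02040, ACCAGGAGCCCA) and 219 of NAC004 (AT1G02230, GCCAGCCGCCGC). The upstream sequences themselves were not used here. At 18 hpi the responses after dawn and night inoculation were 2.00 ± 0.11 and 0.18 ± 0.01 for PDF1.2, 2.06 ± 0.05 and 0.01 ± 0.11 for PDF1.2b, and 2.53 ± 0.12 and 0.46 ± 0.07 for PDF1.2c. SRG3 gave 0.63 ± 0.02 and -0.20 ± 0.04 and NAC004 1.27 ± 0.07 and 0.76 ± 0.13. For PDF1.2, PDF1.2b and PDF1.2c much of the difference lay in the mock inoculated pools, where the dawn pool differed from the night pool by -1.24 ± 0.01, -1.36 ± 0.12 and -1.39 ± 0.08, while the infected dawn pool was higher by 0.58 ± 0.11, 0.69 ± 0.04 and 0.67 ± 0.12. SRG3 and NAC004 differed between the infected pools by 0.89 ± 0.03 and 0.94 ± 0.12. PDF1.2 and PDF1.2c are neighbouring genes in the TAIR10.1 annotation, and whether their probes share signal cannot be read from these values.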

The GCC‐box has been identified as a binding site for a number of AP2/Ethylene response factor (ERF) TFs and synergistic JA/ET signalling is known to converge on the GCC‐box (Zarei *et al*., 2011). 

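PDF1.1 (AT1G75830) and PDF1.3 (AT2G26010) are both listed in UPUP18. At 18 hpi PDF1.1 responded by 3.60 ± 0.04 after dawn and 1.61 ± 0.19 after night inoculation, and PDF1.3 by 2.51 ± 0.07 and 0.60 ± 0.08. By 22 hpi the responses were 4.05 ± 0.12 and 3.65 ± 0.08 for PDF1.1 and 2.75 ± 0.06 and 2.60 ± 0.08 for PDF1.3. PDF1.3 lies next to PDF1.2b in the TAIR10.1 annotation.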

Two other plant defensins (*PDF1.1* and *PDF1.3*) were also in the UPUP18 group and using the position weight matrix for the GCC‐box found by meme‐lab, a motif similar to the GCC‐box was identified in the upstream promoter sequence of *PDF1.3* (ATCATCAGCCCA). We analysed the expression of *PDF1.1* and *PDF1.3* following inoculation with *B. cinerea* at subjective dawn and night using qPCR (Figure 6). 

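On the arrays at 18 hpi, PDF1.1 had log2 values of 12.64 ± 0.02 in the infected dawn pool and 11.68 ± 0.07 in the infected night pool, and PDF1.3 had 12.32 ± 0.02 and 11.75 ± 0.01. The infected dawn pool was thus higher by 0.95 ± 0.07 for PDF1.1 and 0.57 ± 0.02 for PDF1.3. At 22 hpi the infected pools differed by 0.22 ± 0.12 for PDF1.1 and by 0.05 ± 0.06 for PDF1.3, the latter no more than the duplicate arrays. The mock inoculated pools at 18 hpi had 9.04 ± 0.04 after dawn and 10.07 ± 0.17 after night inoculation for PDF1.1, and 9.81 ± 0.06 and 11.15 ± 0.08 for PDF1.3.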

As expected, both genes were induced in response to *B. cinerea* infection and, as seen in our array data, their expression was significantly higher at 18 hpi (and for *PDF1.3* also at 22 hpi) in plants inoculated at subjective dawn compared with subjective night (Figure 6). These results suggest that activation of JA/ET‐mediated defence gene expression is indeed more rapid in plants inoculated at dawn.

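Over 8 genes of the branch of JA signalling that acts with ET (PDF1.2, PDF1.2b, PDF1.2c, PDF1.3, ORA59, ERF1, CHI-B and PR4), the median response at 18 hpi was 2.03 after dawn and 0.32 after night inoculation. The infected dawn pool was higher in all 8, by a median of 0.57. This was above each of 10000 random lists, matched on mean expression but not on response to infection. The mock inoculated dawn pool differed from the night pool by -0.66. At 22 hpi the median difference between responses was -0.14, and the dawn response was above the night response in 2 of the 8 genes. The list shares 4 genes with the PDF1 family, and 5 of its 8 genes are in Dataset S2, so it is not independent of the selection. Limma on the pool means called 7 of the 8 genes for infection over all transcripts and 8 when p-values were adjusted over the list alone, and called 0 for a difference between the dawn and night responses in either way. In 7 genes of the MYC2 branch (VSP1, VSP2, LOX2, LOX3, OPR3, JAR1 and MYC2) the median response was -0.06 after dawn and -0.05 after night inoculation at 18 hpi, over members that moved in both directions. From the array and qPCR values of the PDF genes, the paper proposes that activation of JA/ET-mediated defence genes is more rapid after inoculation at dawn.

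**Figure D3:**
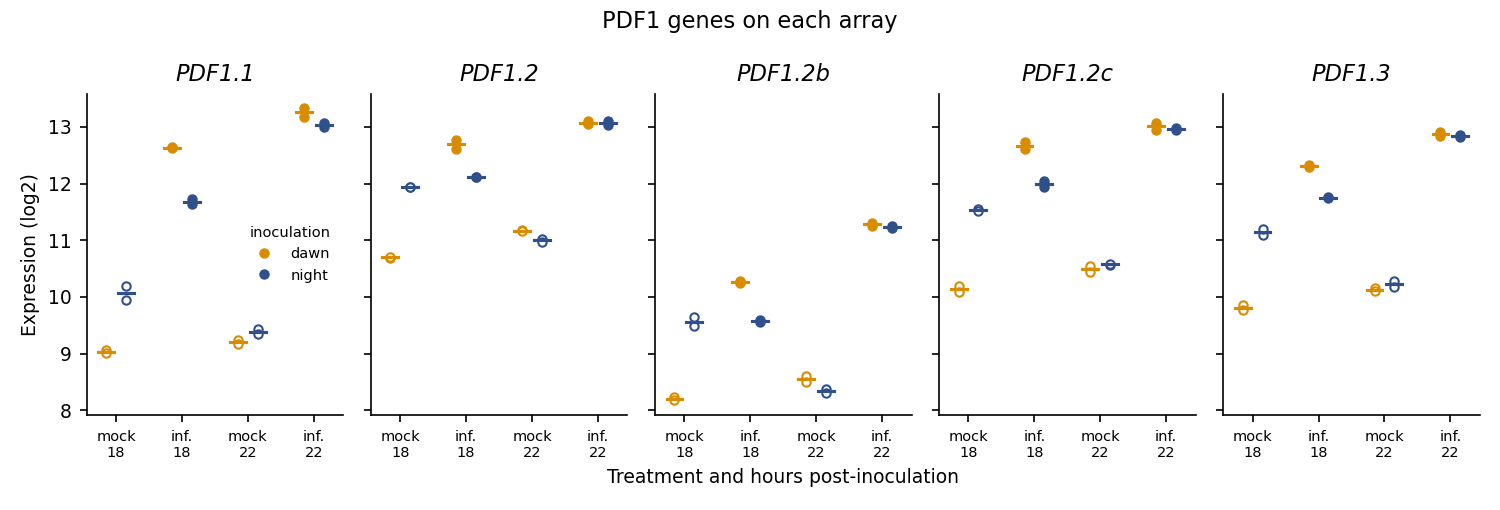
Expression (log2, vertical axis) of 5 PDF1 genes on each array, by treatment and hpi, with open points for mock inoculated (mock) and filled points for infected (inf.) arrays, orange after dawn and blue after night inoculation, and bars at pool means. At 18 hpi the mock inoculated night pool lies above the dawn pool in every gene and the infected night pool below it, while at 22 hpi the infected pools of PDF1.3 are at 12.88 and 12.83.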

**Figure 6:**
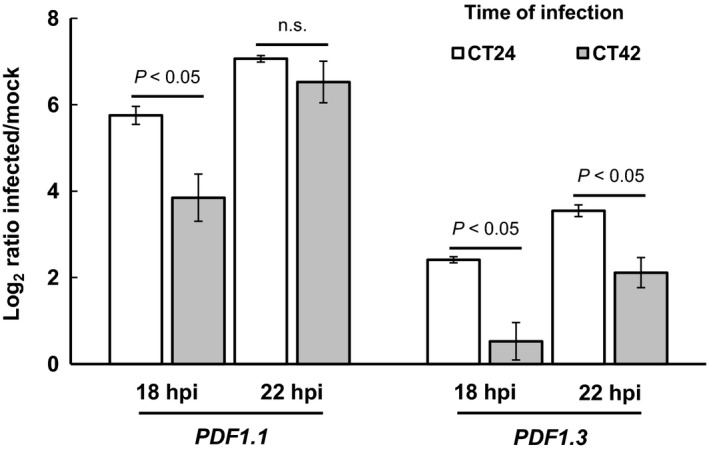
Differential induction of *PDF* gene expression in response to inoculation at subjective dawn versus night. Detached leaves were inoculated with *B. cinerea* spores or mock inoculated at CT24 or CT42 under LL conditions, and harvested at 18 and 22 hpi for RNA extraction. Relative expression of *PDF1.1* and *PDF1.3* was determined by qPCR (with normalization to *Actin2* levels) and log_2_ expression ratios calculated by normalizing *PDF*/*Act2* values from infected leaves to those in mock inoculated controls for each time point. Values are mean log_2_ expression ratios (± SEM) from three biological repeats, and *P*‐values shown are from one‐way anova testing for a significant difference in induction between leaves inoculated at CT24 versus CT42. n.s., not significant.

### Jasmonate signalling is required for circadian‐driven variation in *B. cinerea* susceptibility

Jasmonate ZIM‐domain (JAZ) proteins are transcriptional repressors that act as negative regulators of JA and ET‐mediated defence responses, through their interaction with COI1, and the MYC2/3/4 and EIN3/EIL1 TFs (Chini *et al*., 2007; Fernández‐Calvo *et al*., 2011; Zhu *et al*., 2011). Upon perception of the JA‐Ile conjugate, COI1 interacts with JAZs targeting them for degradation, thereby relieving their repressive effect on MYC and EIN3/EIL1‐mediated gene expression (Thines *et al*., 2007). To determine whether JA signalling might play a role in clock‐modulated susceptibility to *B. cinerea*, we analysed lesion formation in *jaz* mutants, reasoning that JAZ‐mediated repression of JA signalling would be compromised in these plants. Because of potential redundancy in JAZ function, we began by analysing lesion formation in *jaz* triple mutants in which redundancy may be overcome. In contrast to Col‐0, temporal variation in susceptibility to *B. cinerea* was not observed in the *jaz5*,*6*,*10* triple mutant under LD conditions (Figure 7a). However, *jaz5*,*7*,*10* displayed the normal enhanced susceptibility after inoculation at night. The difference between these two triple mutants suggested that *JAZ6* could be a key player in circadian regulation of defence against *B. cinerea*. Furthermore, the expression of the *JAZ6* gene is markedly induced in response to *B. cinerea* infection (Figure S4). Consistent with this hypothesis, the single *jaz6* mutant did not show a significant time‐of‐day difference in lesion size after inoculation at dawn or night (Figure 7a). This lack of temporal variation in susceptibility in the *jaz6* and triple *jaz5*,*6*,*10* mutants was also evident under LL conditions (Figure 7b). These results indicate that JAZ6 is required for circadian‐driven variation in susceptibility to *B. cinerea* and may be responsible for repression of JA/ET‐responsive genes after inoculation at subjective night.

**Figure 7:**
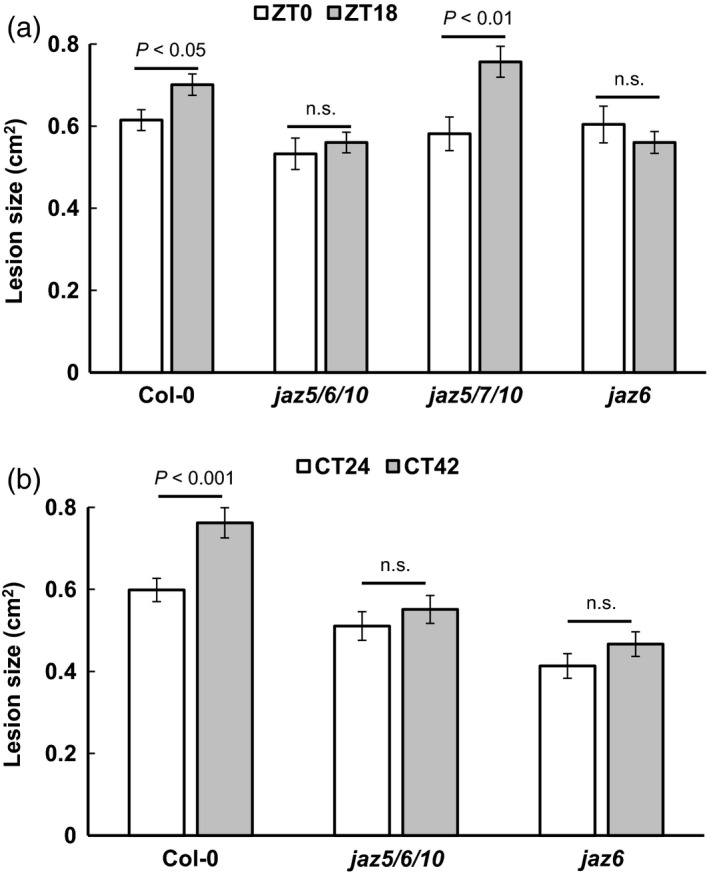
Temporal variation in susceptibility to *B. cinerea* requires JAZ6. Detached leaves from 4‐week‐old plants were inoculated with *B. cinerea* spores under: (a) LD at dawn or night (ZT0 and ZT18) or (b) LL at subjective dawn or night (CT24 and CT42) conditions and lesion area measured at 72 hpi. Data shown are mean lesion sizes ± standard error of the mean (SEM) on wild‐type (Col‐0) leaves versus *jaz* mutants (*n* ≥ 30 for each time of inoculation/genotype combination). anova was used to test whether lesion size was significantly different between leaves inoculated at dawn versus night; *P*‐values for each comparison are shown. n.s., not significant.

## Discussion

### The plant circadian clock influences the outcome of *Botrytis cinerea* infections

We have demonstrated that Arabidopsis infection by the necrotrophic pathogen *B. cinerea* leads to different outcomes, depending on the time of the day at which plants are inoculated with fungal spores. Under diurnal (LD) conditions lowest susceptibility to *B. cinerea* was observed in leaves inoculated at dawn (ZT0) (Figure 1). Thereafter susceptibility to this pathogen increased during the light period, and peaked when leaves were inoculated 18 h after dawn, 2 h into the dark period (ZT18). This variation in host susceptibility could result from differences in pathogen virulence and/or the host defence response over the course of the day.

Light has previously been reported to negatively affect the virulence of *B. cinerea*, with reduced lesion sizes reported on Arabidopsis leaves infected under LL versus LD conditions (Canessa *et al*., 2013). However, we found differences in lesion sizes between inoculations carried out at different times during the light period, for example ZT0 versus ZT9, 12 or 15, as well as the dark period, ZT18 versus ZT21; whereas lesion sizes following inoculations at ZT0 or ZT3 in the light were not significantly different from those at ZT21 in the dark (Figure 1). These results indicate that the time‐of‐day variation in the success of *B. cinerea* infection is not due simply to the presence or absence of light. A recent study demonstrated that the *B. cinerea* circadian clock contributes to the outcome of infection, and the pathogen was shown to have maximal virulence to Arabidopsis plants when inoculated at dusk (Hevia *et al*., 2015). Although conidiation is promoted by light in a number of *B. cinerea* strains (Canessa *et al*., 2013), the *B. cinerea* pepper isolate used in our experiments produces conidia irrespective of the presence of light. Crucially, in our experiments the pathogen was cultured in constant darkness, which provided no entrainment for the clock, and was exposed to light only when the conidiospores were removed immediately prior to use in inoculations, after which infections developed in constant light. Thus, the pathogen was in an equivalent state at each inoculation time and unlikely to be the cause of the time‐of‐day variation observed in Figure 1. Instead our observations that the time of inoculation variation in susceptibility to *B. cinerea* persists under constant light (LL) conditions in both Col‐0 and Ws ecotypes, but not in dysfunctional clock mutants in these genetic backgrounds, strongly suggest that temporal variation in resistance to *B. cinerea* infection is mediated by the plant circadian clock. The demonstration that mutation of a single gene, *JAZ6*, causes loss of time‐of‐day variation in susceptibility under both LD and LL conditions again indicates that the outcome of infection is driven by plant mechanisms.

### Comparison of rhythmic defence against biotrophic and necrotrophic pathogens

We have previously shown that Arabidopsis plants pressure‐inoculated with *P. syringae* display maximal resistance to this pathogen in the subjective morning and are most susceptible during the subjective night (Bhardwaj *et al*., 2011). Given the different lifestyles of *B. cinerea* and *P. syringae* (necrotroph and hemi‐biotroph), and the documented antagonism between hormonal defence pathways against these pathogens (Koornneef and Pieterse, 2008), it may seem surprising that a similar temporal pattern of host resistance was observed. However, while infiltration of *P. syringae* directly into the apoplast results in a host transcriptional response within 2 h (Truman *et al*., 2006), no significant differences in host gene expression were observed in Arabidopsis leaves inoculated with *B. cinerea* spores until 10 hpi (Windram *et al*., 2012). This delay is likely because *B. cinerea* conidiospores must germinate in the inoculation droplet and subsequently form the infectious hyphae required for enzymatic degradation of the host cell wall and penetration of the host. Thus plants inoculated with *B. cinerea* spores at CT24 may only respond to the pathogen at around CT34 (late subjective day), and those inoculated at CT42 at around CT52 (subjective morning). If so, then the true times of maximal resistance to *P. syringae* and *B. cinerea* would be 12 h out of phase, mirroring clock‐modulated SA and JA levels which peak during the middle of the subjective night and day respectively in uninfected plants under constant dark conditions (Goodspeed *et al*., 2012). Similarly under LD conditions, genes associated with JA signalling peak 10–12 h after dawn, again coinciding with the first plant responses to *B. cinerea* inoculation at dawn (Windram *et al*., 2012).

### Mechanism of clock‐driven defence

How does the circadian clock influence host susceptibility to *B. cinerea?* Without knowing the biology of *B. cinerea*, an obvious suggestion would be that clock regulation of stomatal aperture (Dodd *et al*., 2005) could influence entry of the pathogen to the host. The opportunistic use of open stomata and wounds has been reported during infection by *B. cinerea* (Fourie and Holz, 1995), although the primary route of entry is via penetration of the host cuticle (Williamson *et al*., 2007). We examined hyphal behaviour following spore germination on Arabidopsis leaves and found no evidence of directional growth of *B. cinerea* hyphae towards the stomata (Figure S5a). Indeed, on several occasions we observed hyphae growing over an open stomate (Figure S5b). Hence, it does not appear that stomata are important sites of entry into Arabidopsis for *B. cinerea*, and the temporal variation in immunity to this pathogen is unlikely to be explained by clock‐driven changes in stomatal aperture.

Our results suggest that the difference in susceptibility of Arabidopsis to *B. cinerea* at different times of the day is mediated by differential activation of the plant defence response with preferential induction of the defence response following inoculation at dawn. 

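Over the 3721 genes whose response averaged at least 1 in size over the 4 comparisons, the night response at 18 hpi had a slope of 0.800 on the dawn response (total least squares through the origin). At 22 hpi the slope was 1.00. The response was larger after dawn inoculation in 83.9% of these genes at 18 hpi and in 53.4% at 22 hpi. Among upregulated genes the share was 78.1% at 18 hpi and 39.8% at 22 hpi, so that most responded more after night inoculation at the later time, and among downregulated genes it was 89.4% and 66.3%. Among the 1818 upregulated genes the slope at 18 hpi was 0.865, and among the 1903 downregulated genes it was 0.585, the alternative that moved it most. The median response of upregulated genes at 18 hpi was 1.42 after dawn and 1.15 after night inoculation, and at 22 hpi 2.02 and 2.04. Genes within a pool are not independent, and 1 pool per condition leaves the difference between slopes without a replicate check. The paper proposes that preferential induction of the defence response after inoculation at dawn mediates the difference in susceptibility.

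**Figure D4:**
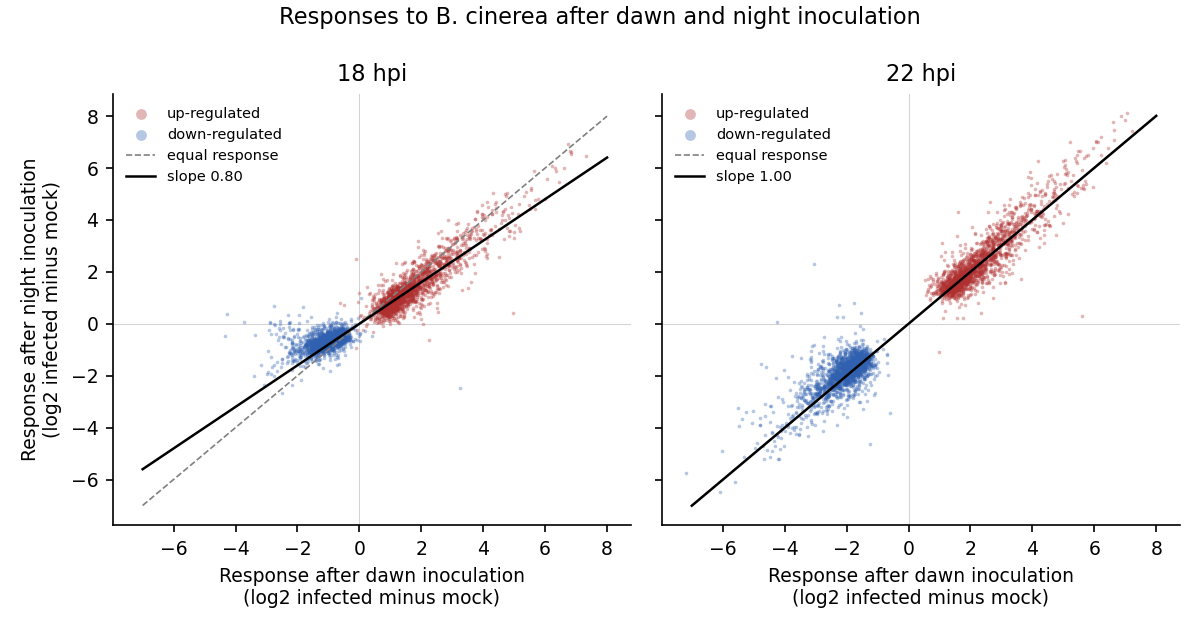
Response to infection after night inoculation (log2, vertical axis) against that after dawn inoculation (log2, horizontal axis) at 18 hpi (left) and 22 hpi (right). Each point is 1 of 3721 genes, red if upregulated and blue if downregulated, the dashed line marks equal responses and the solid line the fitted slope, 0.80 at 18 hpi and 1.00 at 22 hpi.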

We identified a set of genes that exhibited an enhanced response to inoculation at subjective dawn compared with night and are involved in processes previously linked to the plant defence response against *B. cinerea* (Figure 5; Windram *et al*., 2012). Our data suggest that activation of, and/or flow of information through, the defence regulatory network is enhanced after inoculation at subjective dawn compared with at night. 

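ERF1 (AT3G23240) responded by 3.43 ± 0.09 after dawn and 3.52 ± 0.10 after night inoculation at 18 hpi, values that differ by no more than the duplicate arrays, and by 3.26 ± 0.08 and 4.58 ± 0.05 at 22 hpi. Its infected dawn pool was higher than the night pool by 0.31 ± 0.09 at 18 hpi, and its mock inoculated dawn pool by 0.40 ± 0.10. Dataset S2 places ERF1 in UPDOWN22. WRKY60 (AT2G25000) was repressed by infection, with responses of -0.79 ± 0.07 after dawn and -0.30 ± 0.03 after night inoculation at 18 hpi and -1.84 ± 0.04 and -1.10 ± 0.02 at 22 hpi. For ERF6 and MYB108 the responses at 18 hpi differed by 1.09 ± 0.05 and 0.71 ± 0.11 in favour of dawn inoculation, and at 22 hpi by -1.05 ± 0.06 and -0.59 ± 0.14.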

Several known key regulators of susceptibility to *B. cinerea* were more rapidly induced or repressed in response to inoculation at subjective dawn than night, including *ERF1* (Berrocal‐Lobo *et al*., 2002); *ERF6* (Moffat *et al*., 2012); *MYB108* (Mengiste *et al*., 2003) and *WRKY60* (Xu *et al*., 2006). TFs responding differentially to inoculation at dawn compared to night were highly enriched for known direct targets of core clock TFs, suggesting direct links between the circadian clock and the defence regulatory network.

### Role of the jasmonate pathway

It is well known that the plant hormone JA influences the outcome of infection by *B. cinerea* (Thomma *et al*., 1998) and it was clear from our transcriptome profiling that it plays a key role in the time‐of‐day variation of susceptibility to *B. cinerea*. 

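Among the regulators of JA signalling on the arrays, JAZ10 (AT5G13220) responded by 1.64 ± 0.02 after dawn and 1.38 ± 0.08 after night inoculation at 18 hpi, and JAZ8 (AT1G30135) by 6.01 ± 0.65 and 4.82 ± 0.03. JAZ5 (AT1G17380) gave 2.19 ± 0.02 and 2.42 ± 0.01. Over 12 JAZ genes the difference between the dawn and night responses had a median of -0.02 at 18 hpi, over members that differed in both directions, and -0.17 at 22 hpi. Limma on the pool means called 9 of the 12 for infection, over all transcripts and when adjusted over the list alone, and 0 for a difference between the responses. MYC2 (AT1G32640) changed little, with 0.14 ± 0.07 and 0.12 ± 0.11 at 18 hpi. COI1 (AT2G39940) was lower in infected leaves, with -0.39 ± 0.05 and -0.30 ± 0.08, and MYC4 (AT4G17880) with -1.56 ± 0.17 and -1.10 ± 0.15.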

JA biosynthesis and signalling are known to be under the control of the circadian clock and clock‐driven accumulation of JA during the day was shown to contribute to protection against grazing by the herbivore *Trichoplusia ni* (Goodspeed *et al*., 2012). Furthermore, the clock component TIME FOR COFFEE (TIC) mediates rhythmic expression of the JA receptor *COI1* under diurnal conditions and temporal gating of at least some JA responses (Shin *et al*., 2012). TIC interacts directly with MYC2 preventing accumulation of this TF (Shin *et al*., 2012) which is also regulated by binding of JAZ repressors (Chini *et al*., 2007).

We have identified JAZ6 as a crucial component in of time‐of‐day defence against *B. cinerea* and suggest that JAZ6 is another important link between the clock and JA signalling pathways. JAZ proteins regulate JA responses by forming a repressive complex with various TFs and the co‐repressor Topless, often via the adapter protein NINJA (Pauwels *et al*., 2010) although JAZ6 contains the repressive EAR domain suggesting it may independently repress transcription. After binding of activated JA (JA‐Ile) to the JA receptor COI1, JAZ proteins are targeted for degradation by the 26S proteasome (Thines *et al*., 2007) relieving repression on the bound TFs thereby resulting in activation of downstream JA processes. We would expect the absence of *JAZ6* to relieve repression of a positive regulator of defence leading to decreased susceptibility at night. Why does JAZ6 only exert its effect at night? *JAZ6* expression is under circadian control (Covington *et al*., 2008; Hazen *et al*., 2009) but its induction in response to *B. cinerea* infection is significantly higher (Figure S4). Future measurement of JAZ6 protein levels, and its presence in repressive defence‐related TF complexes, will indicate whether temporal variation in JAZ6 accumulation or activity is responsible for restricting its effects on the defence response to night.

### Adaptive significance of time‐of‐day variation in defence

We propose two hypotheses to explain the time‐of‐day variation in susceptibility to pathogens in plants. Plants may anticipate an increased likelihood of infection at dawn or circadian regulation of plant processes (such as metabolic pathways) for non‐defence‐related reasons may result in the defence response being sub‐optimal at night. *B. cinerea* may have exploited such a temporal gap in plant defences and used its own circadian clock to align attack strategy with times of plant least resistance (Hevia *et al*., 2015). There is evidence to support the first anticipatory hypothesis. Circadian and diurnal rhythms of spore development or release have been noted in many fungal genera (Ingold, 1971) with these spore release rhythms persisting in some species even in constant laboratory conditions (Pittendrigh *et al*., 1959; Ingold, 1971; Canessa *et al*., 2013) indicating endogenous control. The morning reduction in humidity and increase in temperature causes release of *B. cinerea* conidia into the air (Williamson *et al*., 2007) resulting in greatest spore abundance during the morning to early afternoon (Hartill, 1980). The likelihood of successful infection of Arabidopsis leaves by *B. cinerea* was lower following inoculation at subjective dawn than subjective night (Figure 3b), consistent with the idea that plant defences are enhanced in anticipation of the abundance of spores in the morning. Further understanding of how the plant clock is driving a more effective defence response after inoculation at dawn will help in pinpointing crucial regulatory components that could be used to enhance resistance against this economically important fungal pathogen.

## Experimental Procedures

### Plant material and growth conditions

Arabidopsis seeds were sown on a 1:1 mix of peat (Jiffy Products, Norway, http://www.jiffygroup.com/) and vermiculite and stratified for 48 h at 4°C in the dark. Plants were grown under a long‐day photoperiod (16 h light, 8 h dark) at 22°C and 55% relative humidity, and cool white fluorescent light of 80–100 μmol m^−2^ sec^−1^. Where plants were to be infected with *B. cinerea* under constant light (LL), they were transferred to LL conditions during the 16 h light period 24 h prior to inoculation. The *cca1‐11 lhy‐21* double mutant (N9809) was obtained from the Nottingham Arabidopsis Stock Centre. The *elf3‐1* mutant (Zagotta *et al*., 1992) was a kind gift from Frank Harmon. Single and triple *jaz* mutants are described in de Torres Zabala *et al*. (2015). *JAZ6* mRNA levels 18 hpi with *B. cinerea* were greatly reduced in the *jaz6* mutant relative to those observed in wild‐type plants (Figure S6).

### *Botrytis cinerea* inoculations

*Botrytis cinerea* pepper isolate (described in Denby *et al*., 2004) was sub‐cultured on apricot halves in the dark at 25°C 2 weeks prior to use of the spores. To determine the susceptibility of Arabidopsis to *B. cinerea* at each time of inoculation detached leaves were inoculated with 10 μL of half‐strength grape juice containing 5 × 10^4^ spores mL^−1^, as previously described (Ingle and Roden, 2014). Lesions were photographed 48–72 h post inoculation (hpi), and lesion area determined using imagej (http://rsbweb.nih.gov/ij/). For microarray experiments, leaf five was detached from 4‐week‐old wild‐type (Col‐0) plants, inoculated with six 10 μL droplets of the spore solution (spaced evenly over the leaf surface) at CT24 (subjective dawn) or CT42 (subjective night), and harvested 18 or 22 hpi. For all experiments half‐strength grape juice served as the mock infection control. Lactophenol–trypan blue staining (Koch and Slusarenko, 1990) was used for microscopic visualisation of hyphal structures following conidiospore germination.

### NimbleGen microarray analysis

Total RNA was extracted from four single Arabidopsis leaves using Trizol (Ambion, ThermoFisher Scientific, https://www.thermofisher.com/za/en/home.html), and cleaned up using the RNeasy kit (Qiagen, https://www.qiagen.com/za/) with on‐column DNase digestion. Equal amounts of total RNA were pooled from the four biological replicates for each of the eight experimental treatments (18 hpi at CT24, 22 hpi at CT24, 18 hpi at CT42 or 22 hpi at CT42 with *B. cinerea* spores or half‐strength grape juice) and 100 ng of each pool amplified using the MessageAmp II kit (Life Technologies). Double‐stranded cDNA was synthesised from 2.5 μg of the resulting aRNA using the Superscript Double‐stranded cDNA synthesis kit (Life Technologies). Following RNase A digestion, ds cDNA was purified using Qiaquick columns (Qiagen). Five hundred ng of ds cDNA was labelled using the NimbleGen One‐Color DNA labelling kit (Roche, https://lifescience.roche.com/shop/home), as per the manufacturer's instructions except that half volumes of all reagents were used for all steps. 

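The deposited values name each row by locus and transcript number of the TAIR10 annotation. Names for 26555 of the 26982 nuclear genes were found in the TAIR10.1 gene table, which was used for names and neighbouring genes only. The array also carried 94 mitochondrial and 67 chloroplast transcripts, and 3675 genes were represented by more than 1 transcript. Between the duplicate arrays of a pool, the correlation across transcripts was 0.995 in the infected dawn pool at 18 hpi, the lowest, and 0.999 in the mock inoculated dawn pool at 22 hpi. The SD of the differences between duplicates was 0.32 and 0.11 in these pools, and 7.83% and 0.0508% of transcripts differed by 0.6 or more.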

Four μg of the resulting Cy3‐labelled cDNA was hybridised against NimbleGen *A. thaliana* gene expression 12 × 135K arrays custom designed for the TAIR10 *Arabidopsis thaliana* genome annotation (Design ID OID37507), two duplicate arrays per sample, which were washed and scanned using the NimbleGen MS 200 scanner as per the manufacturer's instructions. The RMA algorithm (Irizarry *et al*., 2003) was used to normalize the expression data and generate log_2_ expression values for each gene. All raw and normalized microarray data has been deposited in GEO (GSE70137). 

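With 8 pools on duplicate arrays, the full factorial model with 7 terms leaves 8 residual degrees of freedom, all of them from the duplicates. Bonferroni correction over 31524 transcripts sets a threshold of 1.59e-06 at a level of 0.05. The largest p-value through which a gene of Dataset S2 met the criteria was 1.58e-06 by the analysis of variance of the 16 arrays, just under that threshold. Correction by Benjamini-Hochberg in its place gave 2930 selected genes, and correction over the 7 terms as well gave 595.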

A three‐factor anova was performed to identify genes showing significant expression differences due to infection with *B. cinerea* (I), time of day of inoculation (ToD), time after inoculation (T) and/or interaction between these factors, and a Bonferroni multiple testing correction applied. Genes whose expression showed a significant effect of I × ToD, I × ToD × T, or a significant effect of I and ToD, or I and ToD × T were selected and filtered to only keep genes showing a ≥log_2_0.6 change in expression due to *B. cinerea* infection at any time point. 

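These criteria were met by 1900 transcripts of 1791 genes. Of them, 1740 transcripts of 1638 genes changed by at least 0.6 between infected and mock inoculated pools in at least 1 of the 4 comparisons.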

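After the filter on differences between dawn and night, 983 transcripts of 926 genes remained. Dataset S2 lists 857 of its genes by transcript 1 and 44 by another. It holds 152 genes with more than 1 transcript on the array, and in 109 of these at least 1 transcript was not selected.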

Further filtering was done to select genes showing a ≥log_2_0.6 difference in expression between infected samples inoculated at dawn compared with night, and/or a ≥log_2_0.6 difference in the ratio of infected:mock at dawn compared with night.

### Gene Ontology and promoter sequence motif analysis

The DEG were grouped depending on their expression profiles (see Methods S1) and analysed for overrepresented Gene Ontology (Ashburner *et al*., 2000) terms. The same groups were tested for overrepresentation of known TF binding motifs in their upstream promoter sequences as outlined in Breeze *et al*. (2011).

### Quantitative PCR analysis

Quantitative PCR was performed using a RotorGene RG3000A instrument (Corbett Research, Australia, https://www.qiagen.com/za/corbett/welcome.aspx). The cDNA for these experiments was synthesised from 1 μg of total RNA for each independent biological replicate (leaf 5 from a single Col‐0 plant) using Superscript III reverse transcriptase (Life Technologies). The qPCR reactions consisted of 1 μL template cDNA, 5 μL Kapa SYBR FAST Universal 2× qPCR Master Mix (Kapa Biosystems, South Africa, https://www.kapabiosystems.com/), and 200–900 nm of each primer in a final volume of 10 μL. Amplification conditions were as follows; an initial step at 95°C for 3 min, followed by 40 cycles of 95°C for 3 sec, primer annealing at 58 or 60°C for 20 sec and elongation at 72°C for 1 sec. The relative expression level of each gene of interest was calculated with the rotorgene 6000 (Corbett Life Science, https://www.qiagen.com/za/corbett/welcome.aspx) series software v1.7 using the two standard curve method. Details of the primers used and specific qPCR reaction conditions can be found in Table S1. *Actin2* (At3 g18780) and *PUX1* (At3 g27310) were used to normalize expression data in these experiments as mRNA levels of these genes are unaffected by *B. cinerea* infection (Windram *et al*., 2012), and constant across our mock inoculation microarray samples.

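Actin2 (AT3G18780) varied by 0.22 between the lowest and the highest of the 4 mock inoculated pools, at percentile 56.4 among 543 genes of like mean expression, whose median range was 0.21. PUX1 (AT3G27310) varied by 0.10, at percentile 6.63 among 543 genes of like expression, and by 0.0567 and 0.139 with single replicates. The duplicate arrays of Actin2 had an SD of up to 0.19 in the mock inoculated pools. In the infected pools both genes were higher, by a mean of 0.37 for Actin2 and 0.28 for PUX1. Of the genes of like expression, 49.7% and 37.8% respectively shifted less in size, so shifts of this size were common. Their responses ranged from 0.29 to 0.53 and from 0.12 to 0.51. The largest were seen at 22 hpi after dawn inoculation, where the duplicate arrays of Actin2 gave 0.53 ± 0.28 and those of PUX1 0.51 ± 0.05.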

## Author Contributions

RAI, LCR, IAC and KJD had the original ideas for the research. RAI, CS, WS, NA, RS and MG carried out experiments. All authors had input into the design of experiments and data analysis. RAI, LCR and KJD wrote the manuscript with contributions from all authors.

## Supporting information

**Figure S1.** Growth of *Botrytis cinerea* is restricted in plants inoculated at subjective dawn versus subjective night. Click here for additional data file.

**Figure S2.** Diagram illustrating selection of differentially expressed genes. Click here for additional data file.

**Figure S3.** Differential expression of transcription factor (TF) encoding genes in response to infection at subjective dawn or night under LL conditions. Click here for additional data file.

**Figure S4.** *JAZ6* expression is transiently induced during *B. cinerea* infection. Click here for additional data file.

**Figure S5.** Stomata are not a primary point of entry for *B. cinerea* hyphae during infection of Arabidopsis. Click here for additional data file.

**Figure S6.** Expression of *JAZ6* in the *jaz6* mutant line and Col‐0 18 hpi with *B. cinerea* or mock control. Click here for additional data file.

**Table S1.** Primers used in quantitative PCR experiments. Click here for additional data file.

**Methods S1.** Grouping of the differentially expressed genes for Gene Ontology and motif analysis. Click here for additional data file.

**Dataset S1.** Expression data 18 and 22 hpi after subjective dawn and night inoculations with *B. cinerea* for genes with consistent expression patterns in previous studies. Click here for additional data file.

**Dataset S2.** Arabidopsis genes whose expression changes significantly in response to *B. cinerea* and to the time of day at which inoculation occurred. Click here for additional data file.

**Dataset S3.** Transcription factor genes that are differentially expressed in response to inoculation with *B. cinerea* at different times of the day. Click here for additional data file.

**Dataset S4.** Biological Process Gene Ontology terms significantly overrepresented in groups of genes differentially expressed in response to inoculation at different times of the day. Click here for additional data file.

**Dataset S5.** Motifs significantly overrepresented in upstream regions of groups of genes differentially expressed in response to inoculation at different times of the day. Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Jasmonate signalling drives time‐of‐day differences in susceptibility of Arabidopsis to the fungal pathogen Botrytis cinerea
**Source:** Plant J. 2015 Nov 21;84(5):937–48. doi: 10.1111/tpj.13050
**Supplement:** Supplementary file 1 — Figure S1. Growth of Botrytis cinerea is restricted in plants inoculated at subjective dawn versus subjective night.

## Slide 1
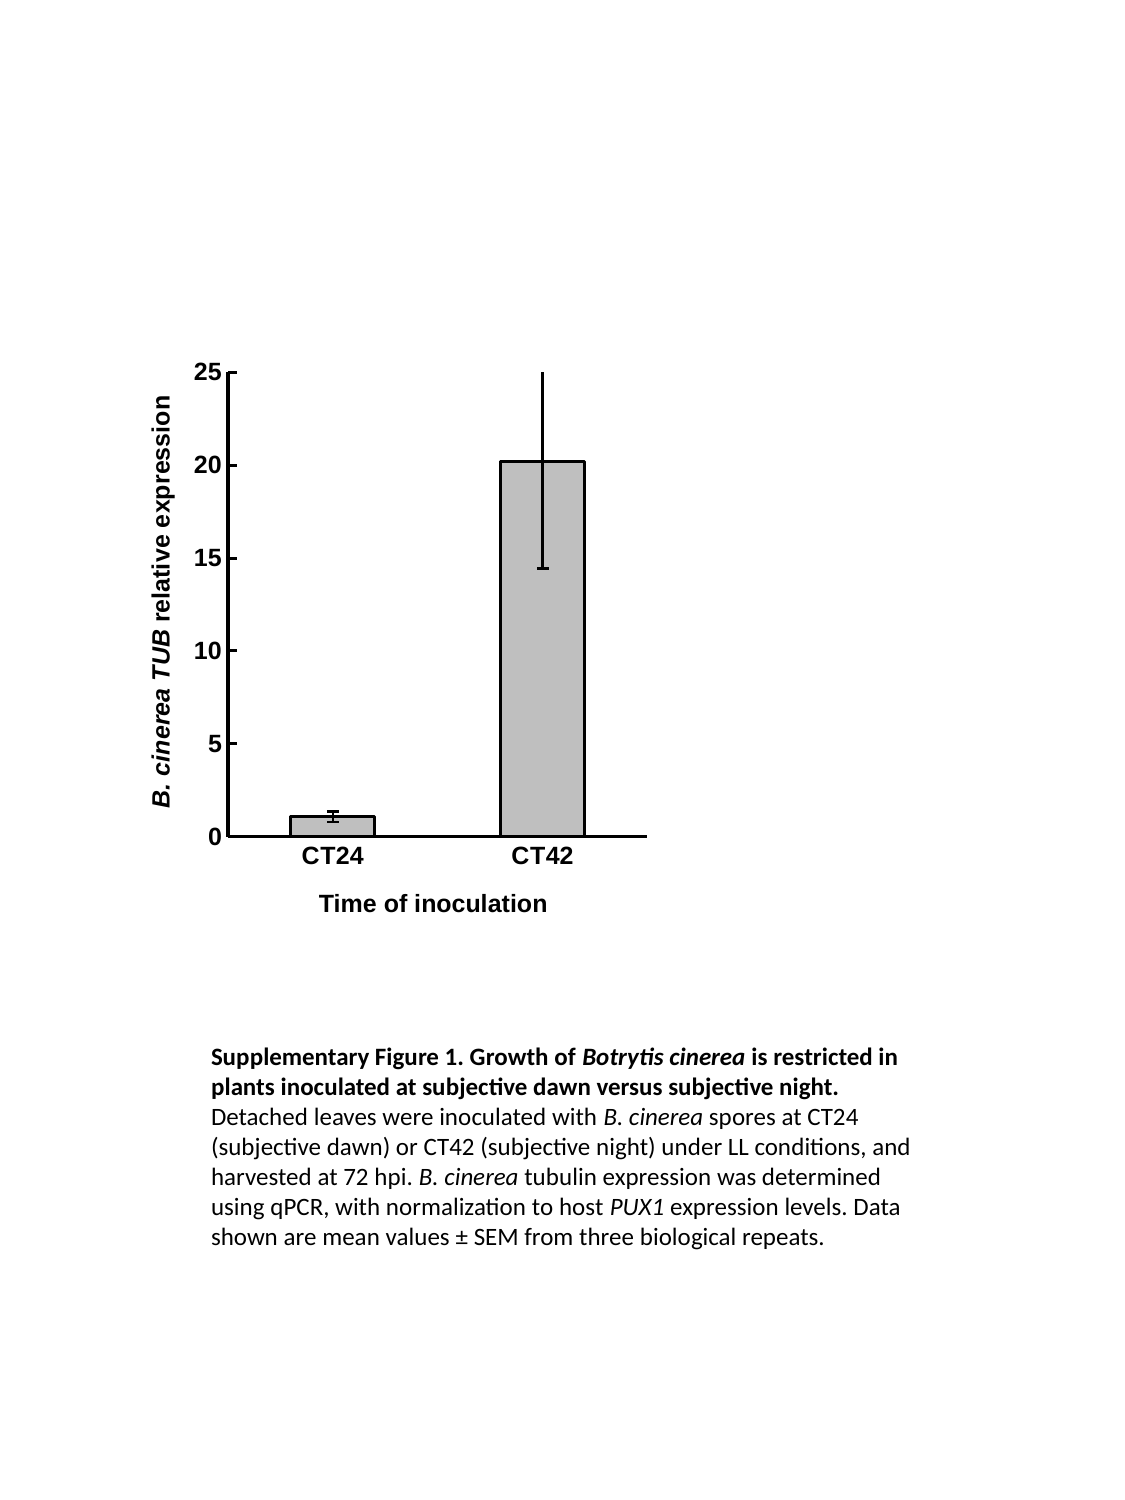

### Chart
| Category | TUB/PUX |
|---|---|
| CT24 | 1.074688917157253 |
| CT42 | 20.20425903740759 |B. cinerea TUB relative expression
Time of inoculation
Supplementary Figure 1. Growth of Botrytis cinerea is restricted in plants inoculated at subjective dawn versus subjective night. Detached leaves were inoculated with B. cinerea spores at CT24 (subjective dawn) or CT42 (subjective night) under LL conditions, and harvested at 72 hpi. B. cinerea tubulin expression was determined using qPCR, with normalization to host PUX1 expression levels. Data shown are mean values ± SEM from three biological repeats.

# Supplementary material for: Jasmonate signalling drives time‐of‐day differences in susceptibility of Arabidopsis to the fungal pathogen Botrytis cinerea
**Source:** Plant J. 2015 Nov 21;84(5):937–48. doi: 10.1111/tpj.13050
**Supplement:** Supplementary file 2 — Figure S2. Diagram illustrating selection of differentially expressed genes.

## Slide 1
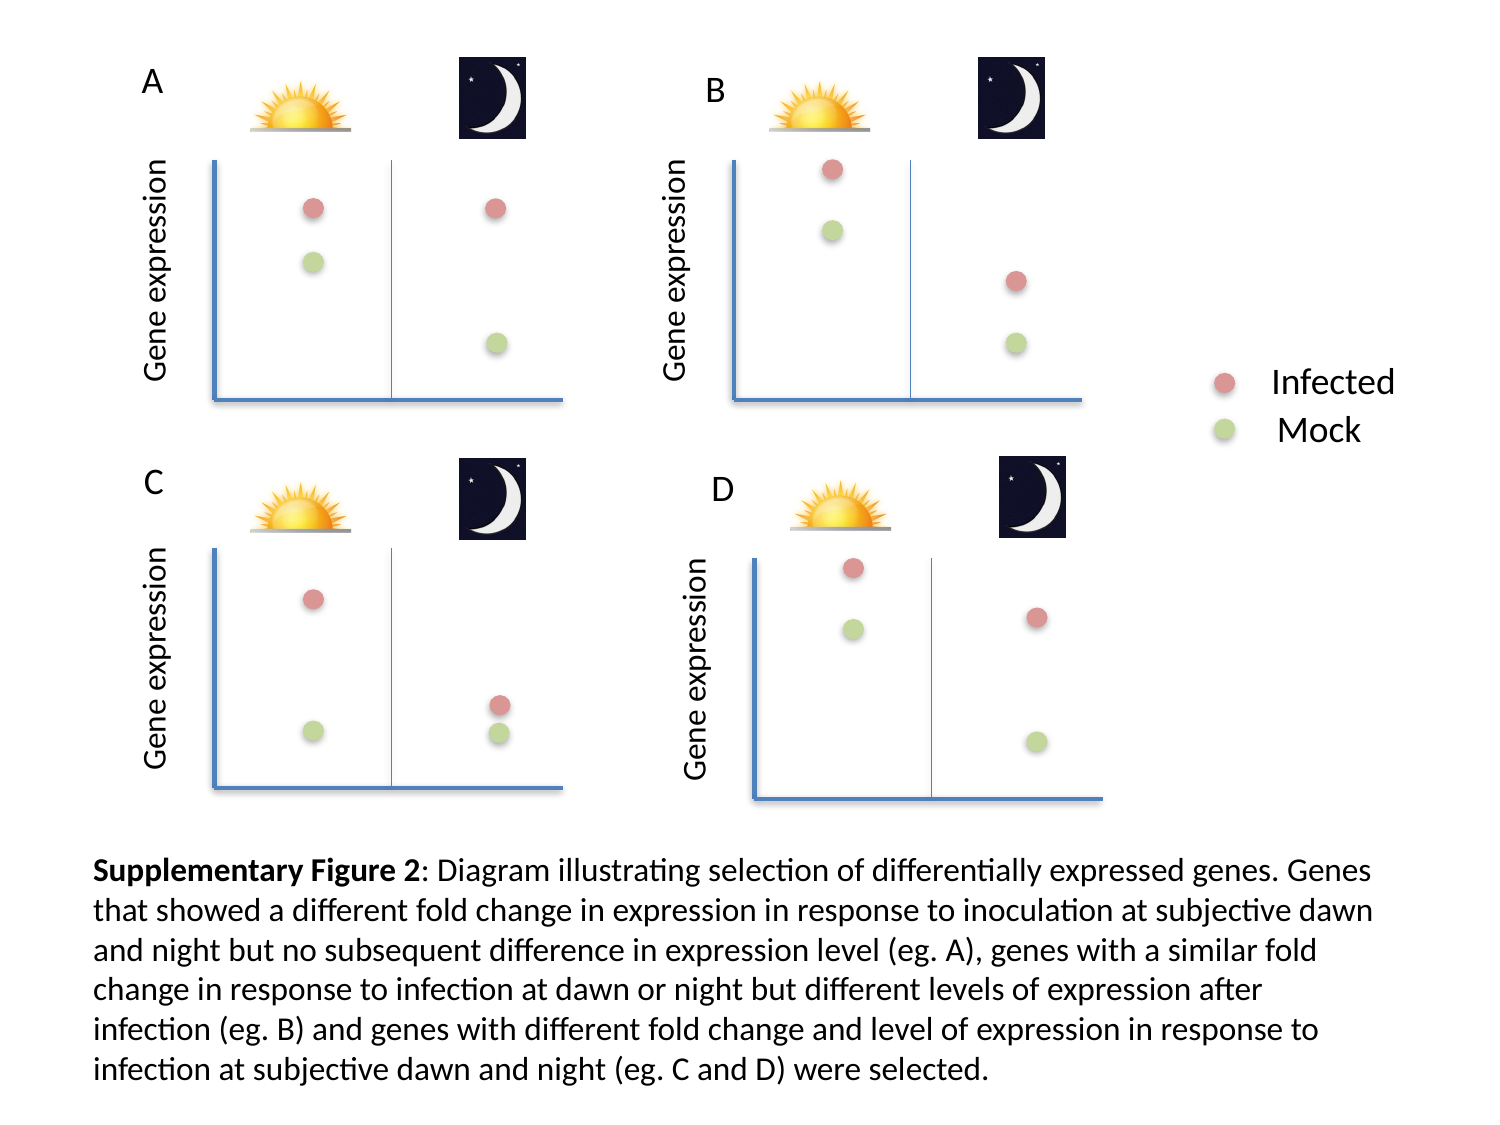

A
Gene expression
Gene expression
B
Infected
Mock
C
Gene expression
D
Gene expression
Supplementary Figure 2: Diagram illustrating selection of differentially expressed genes. Genes that showed a different fold change in expression in response to inoculation at subjective dawn and night but no subsequent difference in expression level (eg. A), genes with a similar fold change in response to infection at dawn or night but different levels of expression after infection (eg. B) and genes with different fold change and level of expression in response to infection at subjective dawn and night (eg. C and D) were selected.

# Supplementary material for: Jasmonate signalling drives time‐of‐day differences in susceptibility of Arabidopsis to the fungal pathogen Botrytis cinerea
**Source:** Plant J. 2015 Nov 21;84(5):937–48. doi: 10.1111/tpj.13050
**Supplement:** Supplementary file 3 — Figure S3. Differential expression of transcription factor (TF) encoding genes in response to infection at subjective dawn or night under LL conditions.

## Slide 1
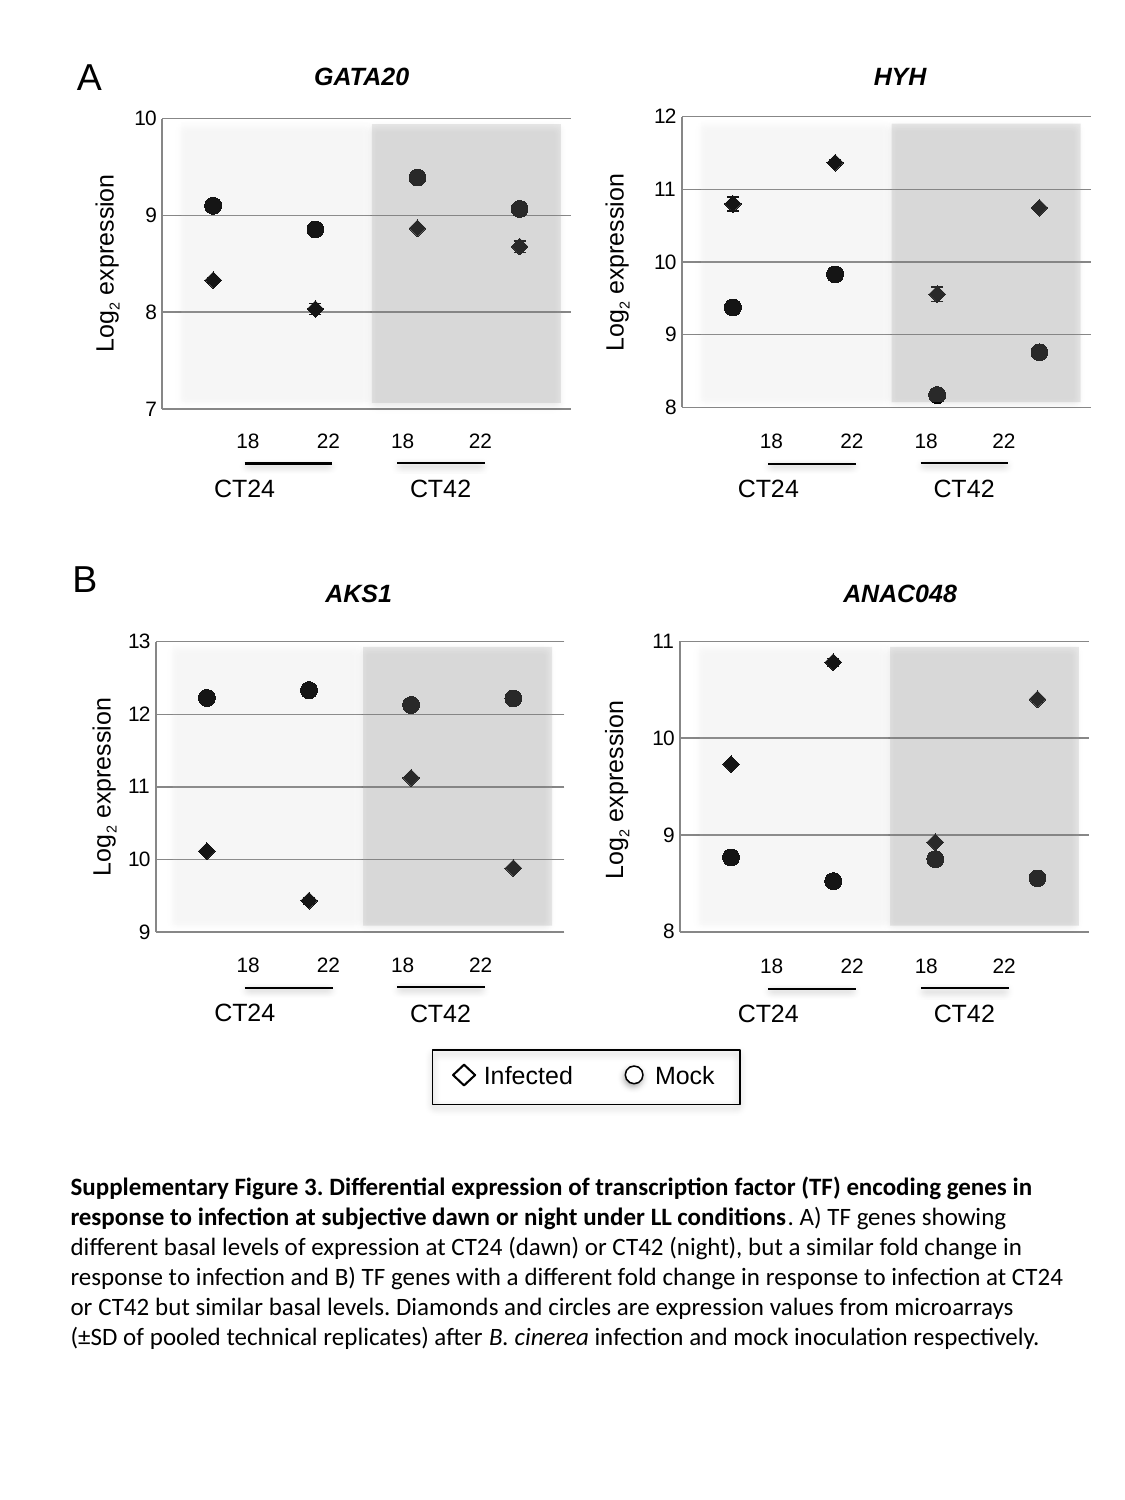

A
GATA20
HYH
### Chart
| Category | infected | mock |
|---|---|---|
### Chart
| Category | Infected | Mock |
|---|---|---|
Log2 expression
Log2 expression
18
22
18
22
18
22
18
22
CT24
CT24
CT42
CT42
B
AKS1
ANAC048
### Chart
| Category | infected | mock |
|---|---|---|
### Chart
| Category | infected | mock |
|---|---|---|
Log2 expression
Log2 expression
18
22
18
22
18
22
18
22
CT24
CT42
CT24
CT42
Mock
Infected
Supplementary Figure 3. Differential expression of transcription factor (TF) encoding genes in response to infection at subjective dawn or night under LL conditions. A) TF genes showing different basal levels of expression at CT24 (dawn) or CT42 (night), but a similar fold change in response to infection and B) TF genes with a different fold change in response to infection at CT24 or CT42 but similar basal levels. Diamonds and circles are expression values from microarrays (±SD of pooled technical replicates) after B. cinerea infection and mock inoculation respectively.

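In Figure S3 each point is the mean of the duplicate arrays of 1 pool, so its SD covers technical steps and not the spread between leaves. GATA20 had log2 values at 22 hpi of 8.03 ± 0.06 and 8.68 ± 0.06 in the infected dawn and night pools and 8.85 ± 0.02 and 9.07 ± 0.02 in the mock inoculated pools. HYH had 10.80 ± 0.10 and 9.56 ± 0.10 in the infected pools and 9.37 ± 0.02 and 8.17 ± 0.05 in the mock inoculated pools at 18 hpi. AKS1 had 10.12 ± 0.01 and 11.13 ± 0.02 in infected pools at 18 hpi. For ANAC048 these values were 9.73 ± 0.02 and 8.93 ± 0.01.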

# Supplementary material for: Jasmonate signalling drives time‐of‐day differences in susceptibility of Arabidopsis to the fungal pathogen Botrytis cinerea
**Source:** Plant J. 2015 Nov 21;84(5):937–48. doi: 10.1111/tpj.13050
**Supplement:** Supplementary file 4 — Figure S4. JAZ6 expression is transiently induced during B. cinerea infection.

## Slide 1
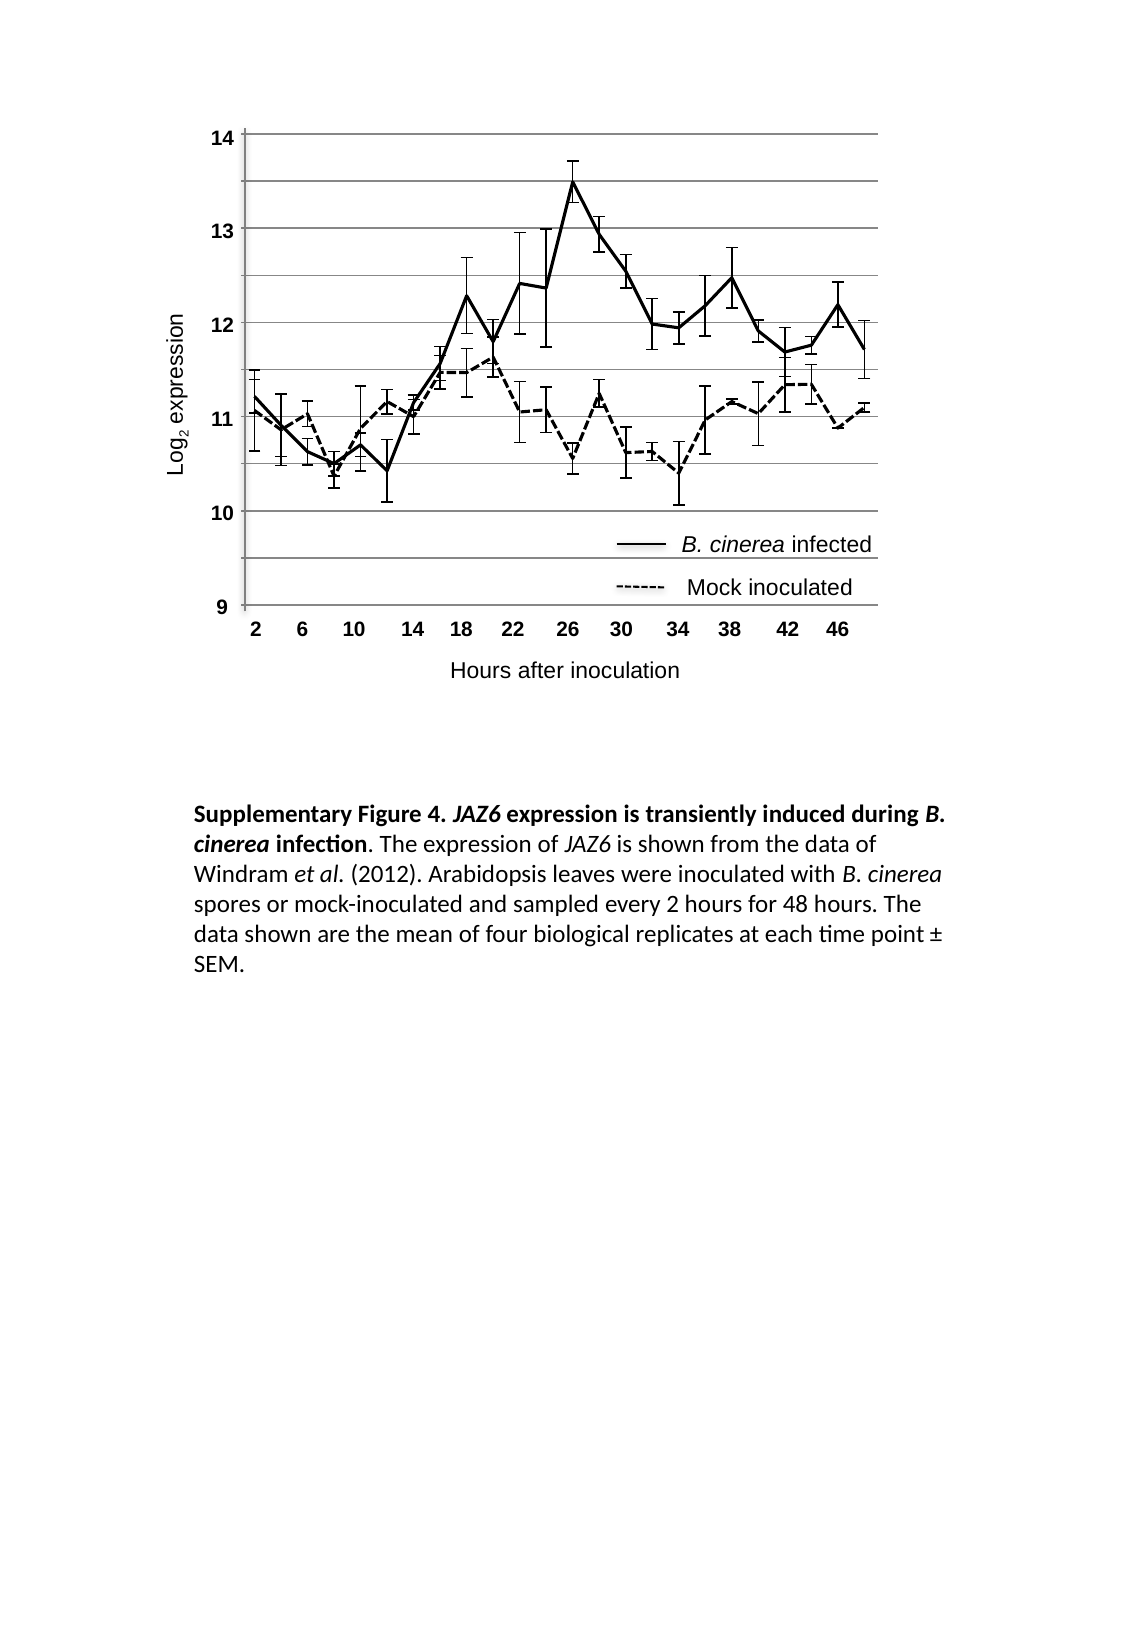

14
### Chart
| Category | | |
|---|---|---|13
12
Log2 expression
11
10
9
2
6
10
 14
18
22
26
30
34
38
42
46
Hours after inoculation
B. cinerea infected
Mock inoculated
Supplementary Figure 4. JAZ6 expression is transiently induced during B. cinerea infection. The expression of JAZ6 is shown from the data of Windram et al. (2012). Arabidopsis leaves were inoculated with B. cinerea spores or mock-inoculated and sampled every 2 hours for 48 hours. The data shown are the mean of four biological replicates at each time point ± SEM.

# Supplementary material for: Jasmonate signalling drives time‐of‐day differences in susceptibility of Arabidopsis to the fungal pathogen Botrytis cinerea
**Source:** Plant J. 2015 Nov 21;84(5):937–48. doi: 10.1111/tpj.13050
**Supplement:** Supplementary file 5 — Figure S5. Stomata are not a primary point of entry for B. cinerea hyphae during infection of Arabidopsis.

## Slide 1
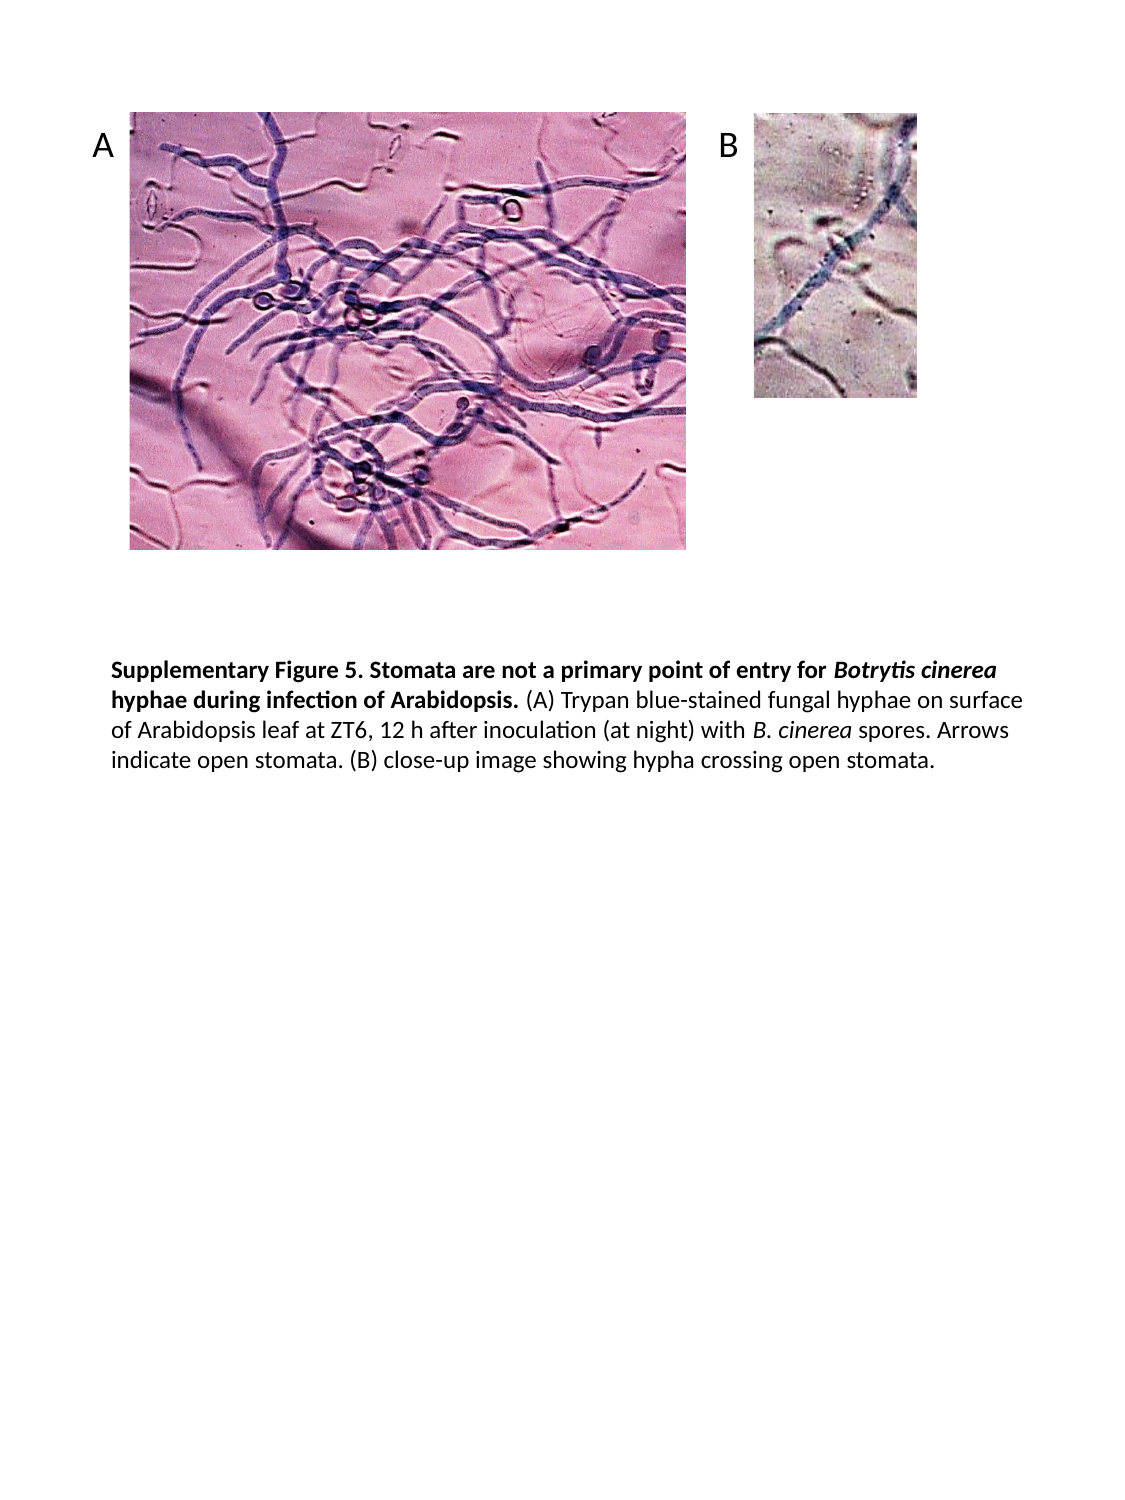

A
B
Supplementary Figure 5. Stomata are not a primary point of entry for Botrytis cinerea hyphae during infection of Arabidopsis. (A) Trypan blue-stained fungal hyphae on surface of Arabidopsis leaf at ZT6, 12 h after inoculation (at night) with B. cinerea spores. Arrows indicate open stomata. (B) close-up image showing hypha crossing open stomata.

# Supplementary material for: Jasmonate signalling drives time‐of‐day differences in susceptibility of Arabidopsis to the fungal pathogen Botrytis cinerea
**Source:** Plant J. 2015 Nov 21;84(5):937–48. doi: 10.1111/tpj.13050
**Supplement:** Supplementary file 6 — Figure S6. Expression of JAZ6 in the jaz6 mutant line and Col‐0 18 hpi with B. cinerea or mock control.

## Slide 1
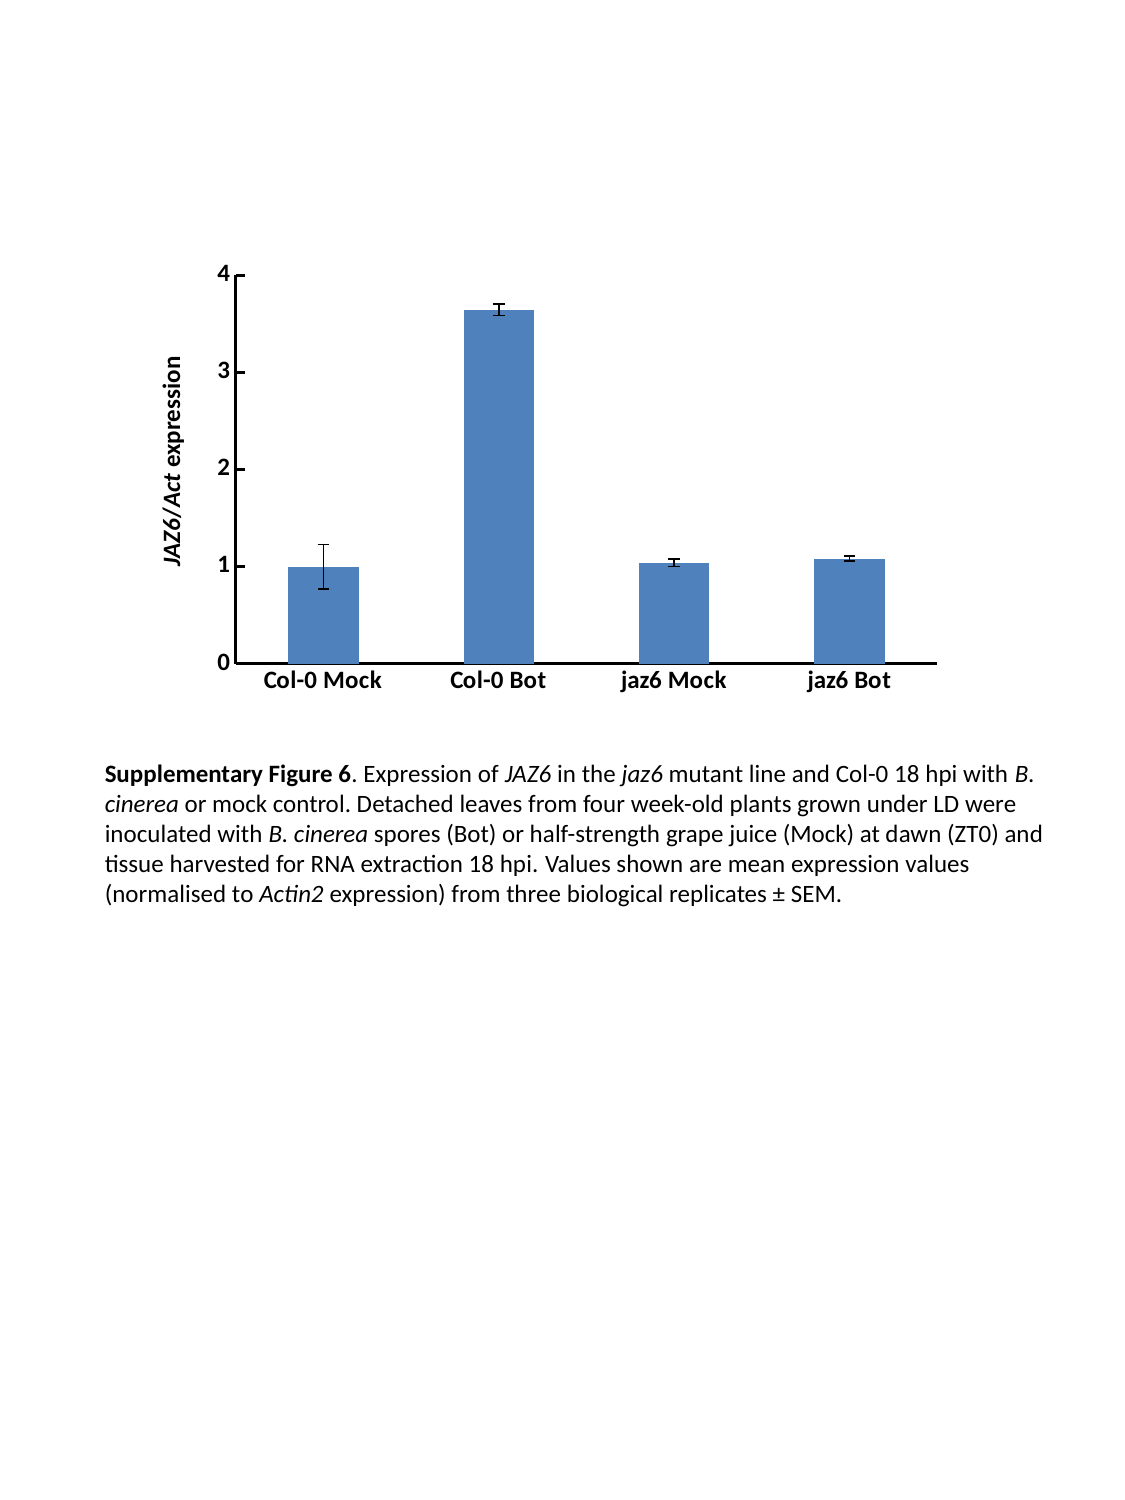

### Chart
| Category | |
|---|---|
| Col-0 Mock | 0.99741984005101 |
| Col-0 Bot | 3.64591399476231 |
| jaz6 Mock | 1.040916123475508 |
| jaz6 Bot | 1.08400306501347 |JAZ6/Act expression
Supplementary Figure 6. Expression of JAZ6 in the jaz6 mutant line and Col-0 18 hpi with B. cinerea or mock control. Detached leaves from four week-old plants grown under LD were inoculated with B. cinerea spores (Bot) or half-strength grape juice (Mock) at dawn (ZT0) and tissue harvested for RNA extraction 18 hpi. Values shown are mean expression values (normalised to Actin2 expression) from three biological replicates ± SEM.

# Supplementary material for: Jasmonate signalling drives time‐of‐day differences in susceptibility of Arabidopsis to the fungal pathogen Botrytis cinerea
**Source:** Plant J. 2015 Nov 21;84(5):937–48. doi: 10.1111/tpj.13050
**Supplement:** Supplementary file 7 — Table S1. Primers used in quantitative PCR experiments.

| Gene | Primer sequence | Annealing temp (°C) | Amplicon size (bp) |
| --- | --- | --- | --- |
| *Actin-2* (At3g18780) | AGTGGTCGTACAACCGGTATTGT (900 nM)  CATGAGGTAATCAGTAAGGTCACGT (300 nM) | 60 | 138 |
| *BT2* (At3g48360) | TTGCAAGCGGATGCTTCAAC  CCCGTTTCCTAAATTGCCTGC | 60 | 98 |
| *ERF6* (At4g17490) | CGGTTGTAGCAGCAGAGGAG  AACACGAGTTCCACGACGAG | 58 | 107 |
| *JAZ6* (At1g72450) | ACAGGGCTGTGGCTAGAG  CTTTCTTGTCCACCTCCATC | 55 | 171 |
| *PDF1.1* (At1g75830) | CTGCTCTTGAAGCACCGATGG  CATGTCGTGCTTTCTCAAGGTT | 60 | 132 |
| *PDF1.3* (At2g26010) | AATATAATCATGGCTAAGTCTGCTG  TCCACCATTATCGGTGCTTCA | 58 | 92 |
| *PUX1* (At3g27310) | TTTTTACCGCCTTTTGGCTA  ATGTTGCCTCCAATGTGTGA | 60 | 149 |
| *RAP2.7* (At2g28550) | GCGTGGAGTTAGCTTGAGGATA  TCTTCCCTCGGCGGGATTAT | 60 | 136 |
| *SPL2* (At5g43270) | CCTCACTGTCAAGTTGAAGGC  CTACGCCACTCACAACGACT | 60 | 118 |
| *B. cinerea* beta tubulin (XM_001560987) | TTCCATGAAGGAGGTTGAGG  TACCAACGAAGGTGGAGGAC | 60 | 146 |

**Supplementary Table 1.** Primers used in quantitative PCR experiments. Final concentration (if different from 200 nm), annealing temperature used in qPCR and resulting amplicon size are shown.

# Supplementary material for: Jasmonate signalling drives time‐of‐day differences in susceptibility of Arabidopsis to the fungal pathogen Botrytis cinerea
**Source:** Plant J. 2015 Nov 21;84(5):937–48. doi: 10.1111/tpj.13050
**Supplement:** Supplementary file 8 — Methods S1. Grouping of the differentially expressed genes for Gene Ontology and motif analysis.

Supporting Information Method S1

**Grouping of the differentially expressed genes for Gene Ontology and motif analysis:**

The 901 genes were grouped according to whether they were upregulated (≥log_2_0.6) or downregulated (<=log_2_-0.6) in response to inoculation with *B. cinerea* at subjective dawn. If there was no significant change in expression after inoculation at subjective dawn, then the change in expression after inoculation at subjective night was used. Only 12 genes showed both up- and downregulation after inoculation at subjective dawn (i.e. direction of expression change varied between 18 and 22 hpi); these genes were excluded from further analysis. 

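Here 13 of the 901 genes were both up- and downregulated after dawn inoculation. They include WRKY49 (AT5G43290), chosen after its values were seen, whose response was -0.94 at 18 hpi and 0.78 at 22 hpi, and which Dataset S2 lists in DOWNUP22.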

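AT1G80160, chosen because its group differed, is listed in UPDOWN18 by Dataset S2 and fell into UPDOWN22 by these rules. Its infected pools differed by 0.35 at 18 hpi and 0.10 at 22 hpi, both under 0.6. The difference between its dawn and night responses was 0.58 at 18 hpi and -0.85 at 22 hpi.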

The up- and downregulated genes were split according to the difference in level of expression after inoculation at subjective dawn and night (at the same time point), or if this did not change ≥log_2_0.6, then the difference in the ratio of infected:mock at subjective dawn compared to night. This resulted in eight groups of genes: upregulated in response to *B. cinerea* and upregulated after inoculation at subjective dawn compared to inoculation at night by 18 hpi (UPUP18); upregulated in response to *B. cinerea* and upregulated after inoculation at subjective dawn compared to inoculation at subjective night only at 22 hpi (UPUP22); downregulated in response to *B. cinerea* and downregulated after inoculation at subjective dawn compared to inoculation at subjective night by 18 hpi (DOWNDOWN18); downregulated in response to *B. cinerea* and downregulated after inoculation at subjective dawn compared to inoculation at subjective night only at 22 hpi (DOWNDOWN22); upregulated in response to *B. cinerea* but downregulated after inoculation at subjective dawn compared to inoculation at subjective night by 18 hpi (UPDOWN18); upregulated in response to *B. cinerea* and downregulated after inoculation at subjective dawn compared to inoculation at subjective night only at 22 hpi (UPDOWN22); downregulated in response to *B. cinerea* but upregulated after inoculation at subjective dawn compared to inoculation at subjective night by 18 hpi (DOWNUP18); downregulated in response to *B. cinerea* and upregulated after inoculation at subjective dawn compared to inoculation at night only at 22 hpi (DOWNUP22).

# Supplementary material for: Jasmonate signalling drives time‐of‐day differences in susceptibility of Arabidopsis to the fungal pathogen Botrytis cinerea
**Source:** Plant J. 2015 Nov 21;84(5):937–48. doi: 10.1111/tpj.13050
**Supplement:** Supplementary file 14

**SUPPORTING INFORMATION**

**Supplementary Figure 1. Growth of *Botrytis cinerea* is restricted in plants inoculated at subjective dawn versus subjective night. Detached leaves were inoculated with *B. cinerea* spores at CT24 (subjective dawn) or CT42 (subjective night) under LL conditions, and harvested at 72 hpi. *B. cinerea* tubulin expression was determined using qPCR, with normalization to host *PUX1* expression levels. Data shown are mean values ± SEM from three biological repeats.**

**Supplementary Figure 2: Diagram illustrating selection of differentially expressed genes. Genes that showed a different fold change in expression in response to inoculation at subjective dawn and night but no subsequent difference in expression level (e.g. A), genes with a similar fold change in response to infection at dawn or night but different levels of expression after infection (e.g. B) and genes with different fold change and level of expression in response to infection at subjective dawn and night (e.g. C and D) were selected.**

**Supplementary Figure 3. Differential expression of transcription factor (TF) encoding genes in response to infection at subjective dawn or night under LL conditions. A) TF genes showing different basal levels of expression at CT24 (dawn) or CT42 (night), but a similar fold change in response to infection and B) TF genes with a different fold change in response to infection at CT24 or CT42 but similar basal levels. Diamonds and circles are expression values from microarrays (±SD of pooled technical replicates) after *B. cinerea* infection and mock inoculation respectively.**

**Supplementary Figure 4. *JAZ6* expression is transiently induced during *B. cinerea* infection. The expression of *JAZ6* is shown from the data of Windram *et al.* (2012). Arabidopsis leaves were inoculated with *B. cinerea* spores or mock-inoculated and sampled every 2 hours for 48 hours. The data shown are the mean of four biological replicates at each time point ± SEM.**

**Supplementary Figure 5. Stomata are not a primary point of entry for *Botrytis cinerea* hyphae during infection of Arabidopsis. (A) Trypan blue-stained fungal hyphae on surface of Arabidopsis leaf at ZT6, 12 h after inoculation (at night) with *B. cinerea* spores. Arrows indicate open stomata. (B) Close-up image showing hypha crossing open stomata.**

**Supplementary Figure 6. Expression of *JAZ6* in the *jaz6* mutant line and Col-0 18 hpi with *B. cinerea* or mock control. Detached leaves from four week-old plants grown under LD were inoculated with *B. cinerea* spores (Bot) or half-strength grape juice (Mock) at dawn (ZT0) and tissue harvested for RNA extraction 18 hpi. Values shown are mean expression values (normalised to *Actin2* expression) from three biological replicates ± SEM.**

**Supplementary Data set 1**. Expression data 18 and 22 hpi after subjective dawn and night inoculations with *B. cinerea* for genes with consistent expression patterns in previous studies.

**Supplementary Data set 2:** Arabidopsis genes whose expression changes significantly in response to *B. cinerea* and to the time of day at which inoculation occurred.

**Supplementary Data set 3**. Transcription factor genes that are differentially expressed in response to inoculation with *B. cinerea* at different times of the day.

**Supplementary Data set 4.** Biological Process Gene Ontology terms significantly overrepresented in groups of genes differentially expressed in response to inoculation at different times of the day.

**Supplementary Data set 5.** Motifs significantly overrepresented in upstream regions of groups of genes differentially expressed in response to inoculation at different times of the day.

**Supplementary Table 1.** Primers used in quantitative PCR experiments.

**Supplementary Method S1.** Grouping of the differentially expressed genes for Gene Ontology and motif analysis.

How the deposited data were processed for this re-analysis (not part of the article)

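Expression was measured on NimbleGen arrays in Arabidopsis leaves kept in constant light and inoculated with B. cinerea or mock inoculated, at subjective dawn (CT24) or subjective night (CT42), and harvested at 18 or 22 hpi. These are 8 conditions. RNA of 4 leaves was pooled for each condition and hybridised to 2 duplicate arrays, so there were 16 arrays, 8 pools and 1 replicate per condition. The condition of each array was read from its label. The authors labelled cDNA with Cy3, scanned the arrays and normalized them with RMA, and the deposited values are log2 expression values for 31524 transcripts, with duplicate arrays kept apart. Checked on the values, all 16 arrays have nearly the same distribution, and the means of duplicate arrays equal the 7208 pool values of Dataset S2 to within 0.0001. Array medians lay between 9.93 and 10.03, the 5th percentile between 3.87 and 3.94 and the 95th between 13.54 and 13.58. Raw intensities were not used here, and signal over background is therefore not known. The qPCR, lesion and mutant experiments of the paper were not analysed here.

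Pools were represented by the mean of their duplicate arrays. Errors are the SD of the duplicate arrays, combined as the root of the sum of squares for differences between pools. Where a gene had several transcripts, the transcript of Dataset S2 was used for genes listed there and the lowest-numbered transcript otherwise. Gene names came from the TAIR10.1 annotation, matched by locus, and from the paper. No coordinates are given, because the arrays were designed on TAIR10 and no genome sequence was used here.

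The selection of the paper was repeated with its 3-factor analysis of variance (infection, time of day, hpi and all interactions, 7 terms, 8 residual degrees of freedom) in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with Bonferroni correction over all transcripts at 0.05 and the filters of 0.6 on the log2 scale. The groups followed Methods S1. This test takes the duplicate arrays as replicates. As a test with pools as the unit, limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) was fitted to the 8 pool means with terms for infection, time of day, hpi and the interaction of infection and time of day, which leaves 3 residual degrees of freedom, with Benjamini-Hochberg adjustment at 0.05. Its contrasts were infection, dawn minus night among infected pools, and the dawn minus the night response to infection. The residual of this fit is the departure of the pools from a shift between 18 and 22 hpi that all conditions share, and so also holds any change of the response to infection between these hours. A fit with a term for infection and hpi together, which leaves 2 residual degrees of freedom, was added after the values had been seen. Both tests were checked on simulated data with 200 changed transcripts. The selection found 157 of them with 0 false calls, in data where unchanged transcripts varied only between duplicate arrays and not between pools. The pool fit found 171 for infection with 11 false calls, and 103 for the difference between responses.

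Values with no test were the responses of single genes, the numbers of up-regulated markers and of genes per group and class, and the medians of gene lists. Medians of lists were placed among those of 10000 random lists of the same size, drawn within 50 bins of mean expression. The random lists were not matched on response to infection. The lists were the 31 genes of Dataset S1, the TF genes of Dataset S3, 8 genes of the ERF branch and 7 of the MYC2 branch of JA signalling, 12 JAZ genes, 11 genes of the low-oxygen response, 5 heat-shock genes and 5 PDF1 genes. JAZ13, HSP70-4 and HSP23.5 were not matched to a transcript and were left out. The slope of the night on the dawn response was fitted through the origin by total least squares over genes whose response, averaged over the 4 comparisons, was at least 1 in size. Enriched terms, motif sites and circadian annotation were taken from the paper's tables and not recomputed. Plots were drawn with matplotlib 3.10.9.

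The genes named are those the paper names, and in each of the 4 main groups the 3 genes with the largest difference between infected dawn and night pools at the hour of the group among genes whose duplicate arrays did not overlap. In each remaining group 1 gene was chosen in the same way. The clock genes PRR3, PRR9, GI and RVE8, the JAZ genes and the members of the lists complete them. Values in Datasets S1, S2 and S3 had been seen in the paper's tables when this rule was written. Mitochondrial and chloroplast transcripts are given as sets.

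The comparisons between conditions and their tests, the thresholds, the naming rule, the lists of the ERF and MYC2 branches, the low-oxygen response and heat shock, and the alternatives were fixed before the data were examined, although values in the paper's tables had been seen. The fit with a term for infection and hpi together, the PDF1 genes, the anthocyanin genes and the organelle transcripts as sets, and part of the tests of explanations were chosen later. The alternatives were Benjamini-Hochberg or a wider Bonferroni correction, limma's moderated statistics, a threshold of 1, transcripts of lowest expression left out, centring of arrays on their medians, scaling to Actin2 and PUX1, the filters alone, the replicate number as a term, a fit to all 16 arrays with the pool as a random effect, limma without trend, without the interaction or without hpi, replicate 1 or 2 alone, each array or pool left out, and other summaries of the markers, slopes and circadian genes. The fits to all 16 arrays take 1 correlation between duplicates for all transcripts, so their p-values draw on duplicate arrays as well as on pools. No group held 4 or more samples, so no single array was tested against its group.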

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

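Some tests below were chosen only after the result was seen. These are the tests of the mock pools and of harvest time for the markers, of fungal RNA for the mitochondrial transcripts, of the progress of infection and of handling for the low-oxygen genes, both tests for the anthocyanin genes, and the fit with a term for infection and hpi together.

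The response of the 31 marker genes differed between dawn and night inoculation in opposite directions at 18 hpi (median difference 0.22) and 22 hpi (-0.29). The change between the hours was not tested, since each condition had 1 pool. Error of the duplicate arrays would change the sign at 22 hpi between replicates, but the replicate nearer 0 gave -0.27. Scaling each array to Actin2 and PUX1 gave -0.47. Such scaling cannot undo the normalization between arrays, and both genes were higher in infected pools, so normalization by the authors stays open. An upper limit of the signal would spare the less expressed markers, but the 16 markers at or under the median infected level gave -0.36. Neither error of the duplicate arrays nor an upper limit of the signal thus accounts for the change of sign. A difference between the mock inoculated pools at 22 hpi is a candidate explanation, since these differed by a median of 0.40 while the infected pools differed by 0.05. Whether that difference comes from the circadian time of harvest cannot be told apart from chance in single pools. Marker levels in mock pools, relative to their mean, were 0.04 at CT42, 0.18 at CT46, 0.00 at CT60 and -0.15 at CT64, with 1 pool at each time.

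Mitochondrial transcripts, which the paper does not discuss, rose after infection at 22 hpi by a median of 0.97 after dawn and 1.09 after night inoculation, over 94 transcripts. At 18 hpi the medians were 0.18 and 0.03. At 22 hpi, 77 and 85 of the 94 rose by 0.6 or more. They drew attention as a signal in genes outside those the paper discusses. The mean rise at 22 hpi was 1.03 as deposited, 1.12 with arrays centred on their medians and 0.60 with arrays scaled to Actin2 and PUX1. Neither step can undo the normalization between arrays, which stays open. RNA of B. cinerea on the array could raise mitochondrial transcripts through similar sequences. The 67 chloroplast transcripts, which the fungus lacks, rose by 0.36, less than the mitochondrial ones, which leaves fungal RNA open, and without probe sequences it cannot be told apart from a response of the plant. The mock inoculated dawn and night pools also differed, by 0.31 at 18 hpi and 0.67 at 22 hpi, which argues against fungal RNA for this part. Duplicate arrays of a mock pool differed by at most 0.0845 in the median of these transcripts, so technical steps done separately for single arrays do not account for it either. A biological difference between the conditions, which differ in harvest time, stays open and was not tested.

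Genes of the low-oxygen response had a median response of 1.29 after dawn inoculation at 18 hpi and of -0.27 after night inoculation, over 11 genes fixed as a list. The paper names a term for oxygen levels in UPUP18 but does not discuss these genes. Its table also lists the term for UPDOWN22, with 6 of 89 annotated genes. For those 6 genes the median response at 18 hpi was 2.19 after dawn and 2.41 after night inoculation. Their night median was also the larger at 22 hpi, which partly follows from the grouping. The term is thus not limited to genes that responded more after dawn inoculation. Over the 11 genes of the list, the infected dawn pool was higher than the night pool by a median of 1.03 at 18 hpi. This was above each of the random lists, which were not matched on response to infection. Limma on the pool means called 2 of the 11 for infection over all transcripts and 2 when adjusted over the list alone, and 0 for the difference between responses. With duplicateCorrelation on all arrays, a fit that also draws on the duplicate arrays, limma called HB1 for dawn minus night among infected pools (adjusted p = 0.0350). Of these genes, 4 are in UPUP18, so the list shares members with the selection. The difference was 0.99 and 1.11 in the separate replicates, which argues against error of the duplicate arrays. The overall progress of the infection stays open. At 22 hpi the median response was 0.65 after dawn and -0.0424 after night inoculation, and the dawn minus night response had a median of 0.69. These values cannot decide on the progress of the infection, because the mock inoculated night pool was higher at that time. The infected dawn and night pools then differed by a median of 0.06. Handling of single pools of leaves cannot be told apart from an effect of the time of day, because the mock inoculated pools at 22 hpi differed by -0.84 and each condition was harvested once.

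The 16 genes of the anthocyanin term had a median response after dawn inoculation at 18 hpi of -2.55, against -0.23 after night inoculation. The paper lists the term but does not discuss its genes. By 22 hpi the medians were -3.18 and -1.93. In the mock inoculated pools the dawn pool was higher by 1.39 at 18 hpi and 0.29 at 22 hpi. If only the mock pools differed, the infected pools would be alike at 22 hpi, but the infected dawn pool differed from the night pool by -0.82. A response to night inoculation that starts later is a candidate explanation, since the night response moved from -0.23 to -1.93 between 18 and 22 hpi. The genes were placed in their group by these same differences, so the size at 18 hpi is partly a product of the selection.

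AT3G01345, which the paper does not discuss, differed between the infected dawn and night pools by 4.47 at 18 hpi and 5.44 at 22 hpi. Its infected dawn pools had log2 values of 12.75 and 13.40 and the other pools lay between 7.7 and 8.3. The 2 duplicate arrays gave the same picture, with an SD of the difference of 0.11 at 18 hpi. By limma on all 16 arrays with the pool as a random effect, the transcript was called for dawn minus night among infected pools (4.96, adjusted p = 1.82e-09) and for the difference between responses (4.93, adjusted p = 3.45e-07), and it was called for both with the replicate number as a further term (adjusted p = 4.92e-09 and adjusted p = 7.44e-07). On the pool means it was called for infected pools with arrays scaled to Actin2 and PUX1 (adjusted p = 0.0264), with no term for hpi (adjusted p = 0.0142), with a term for infection and hpi together (adjusted p = 0.0380) and with replicate 1 alone (adjusted p = 0.0499), but not otherwise, and not for responses. The p-values from all 16 arrays draw on duplicate arrays as well as on pools, with 1 pool per condition. No technical or biological explanation was tested for this gene.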

How the results depend on the processing

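The fit with a term for infection and hpi together was chosen only after the result was seen, and the other alternatives were planned. Of 162 settings computed for 16 results, 44 moved the result and 0 reversed it. A count moved if it changed by more than 1.5 times, a share if it left its Wilson interval, and any other value if it changed by at least the SD of its values in the separate replicates. Unless a reason is given, the cause was not tested.

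The number of selected genes, 926, was 2930 with Benjamini-Hochberg and 595 with Bonferroni over the 7 terms, as their stringency implies, and 1547 with limma's moderated statistics. It was 364 with a threshold of 1, 3953 with the filters alone and 257 with arrays scaled to Actin2 and PUX1. Leaving out genes of lowest expression (977) and centring (962) changed it by less than 1.5 times. With an array left out it was 601 to 740. It fell by more than 1.5 times without mock dawn 18 hpi replicate 1 (612), mock dawn 22 hpi replicate 1 (614) or 2 (601), or infected night 22 hpi replicate 1 (604) or 2 (610). The share of genes in the 4 main groups, 71.9%, was 76.1% with Benjamini-Hochberg, 76.7% with the filters alone, 69.2% with a threshold of 1, 71.2% with scaling to Actin2 and PUX1 and 71.2 to 75% with arrays left out.

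The number of transcripts called for infection, 15491, stayed within 1.5 times under each change of model, filter, scaling or replicate, with 20859 calls where infection and hpi together had a term. Scaling to Actin2 and PUX1 moved the median response of all transcripts from between -0.08 and 0.00 to between -0.29 and -0.52, and gave 21671 calls, 18438 of them lower in infected pools. Centring gave 15082, 7256 of them higher and 7826 lower. With pools left out, calls ranged from 6279 to 14100, and they fell by more than 1.5 times without mock dawn 22 hpi (6279), infected dawn 22 hpi (6324), mock night 22 hpi (8097) or infected night 22 hpi (8127), where 1 pool stands alone and is assumed to vary like the others.

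For dawn minus night among infected pools, limma called 0 transcripts (1297 at an unadjusted p under 0.05). With duplicateCorrelation on 16 arrays it called 109, and 1 with replicate 1 arrays only, with scaling to Actin2 and PUX1 and with no term for hours. With an infection:hours term it called 23, with 6765 at an unadjusted p under 0.05, since the residual then no longer holds the change of the response between 18 and 22 hpi. For the difference between responses it called 0 (947 unadjusted) and 18 with duplicateCorrelation, and with an infection:hours term 0 (3602 unadjusted). With each pool left out, both stayed at 0. Arrays of the same replicate number did not deviate together in all pools. The correlation of the duplicate differences ranged from -0.33 to 0.74 over 28 pairs of pools and was above 0.1 in 14. It was 0.62 to 0.74 in all 6 pairs among infected dawn 18 hpi, mock dawn 18 hpi, infected night 18 hpi and mock night 22 hpi, so a batch shared by part of the arrays stays open. With the replicate block the counts were 75 for level, 8 for response and 792 for selected genes.

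Up-regulated markers numbered 24 to 29 under scaling, centring and single replicates (27 to 28), and 23 with a threshold of 1. Their median difference in response at 18 hpi was 0.17 to 0.21 with single replicates. At 22 hpi it was -0.47 with scaling to Actin2 and PUX1, -0.33 as a mean and -0.31 to -0.27 with single replicates. The TF classes of expression level, fold change and both held 13, 18 and 17 genes with a threshold of 1, since fewer genes pass it. With single replicates they held 21 to 22, 25 to 27 and 48 to 49.

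The slope at 18 hpi, 0.800, was 0.865 for up-regulated genes, 0.585 for down-regulated genes, 0.764 by ordinary least squares and 0.787 to 0.815 with single replicates. At 22 hpi it was 0.943 with scaling to Actin2 and PUX1, 0.985 for genes with a mean response of at least 0.6, 1.06 for up-regulated and 0.923 for down-regulated genes, 0.975 by ordinary least squares and 0.993 to 1.01 with single replicates. The basal difference of circadian TF genes was 0.773 for genes marked in both studies, 0.431 at 18 hpi, 0.769 at 22 hpi and 0.612 to 0.641 with single replicates. The range over mock pools was 0.233 to 0.282 with single replicates for Actin2, against 0.221, and 0.0567 to 0.139 for PUX1, against 0.0966. With replicate 2 alone that of Actin2 changed by more than the SD of its replicate values, and that of PUX1 by less, although by more than 1.5 times.

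For the 120 named genes, 720 values were recomputed under each setting. Of 368 values past 0.6, those no longer past it numbered 4 with centring, 36 with scaling to Actin2 and PUX1, and 5 and 3 with single replicates, and 0 were reversed. Signal over background is not known for these arrays, so how far weak signal limits small values could not be assessed.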

Differences from the paper's values

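The fit with a term for infection and hpi together was chosen only after the result was seen. Of 141 of the paper's values compared, 0 differed by more than 1.5 times (counts and shares) or in sign or by more than the SD of the duplicate arrays (log2 ratios). Smaller differences in counts are given at the end.

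The paper states that the selected genes differ in expression level or response between dawn and night inoculation. By limma on the 8 pool means, 0 transcripts were called for level (1297 at an unadjusted p under 0.05) and 0 for response (947), with a residual that also holds the change of the response between 18 and 22 hpi. Alternatives set before the data were examined did call transcripts, most of them in fits whose residual also draws on the duplicate arrays. With duplicateCorrelation on all arrays, 98 genes were called for level, 64 of them in Dataset S2, and 17 for response, 16 of them in Dataset S2. With the replicate number as a further term, 65 and 8 genes were called, 45 and 7 of them in Dataset S2. AT3G01345 was called in both of these, and for level also with replicate 1 arrays only, with scaling to Actin2 and PUX1 and with no term for hours. With a term for infection and hpi together, chosen after seeing the values, 23 genes were called for level, of which 18 are in Dataset S2, while 883 of its genes were not called, and 0 were called for response. The paper's own selection, repeated on the arrays, included all 901 of its genes.

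The paper names ERF1 among regulators induced more rapidly after dawn inoculation. On the arrays the difference between its dawn and night responses was -0.09 ± 0.13 at 18 hpi and -1.32 ± 0.09 at 22 hpi, while its infected dawn pool was higher by 0.31 ± 0.09 at 18 hpi. For ERF6, MYB108 and WRKY60 the response at 18 hpi was larger in size after dawn inoculation, with differences of 1.09, 0.71 and -0.49.

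The paper states that PDF1.3 was also higher at 22 hpi after dawn inoculation, in a sentence that points to the arrays and to qPCR. On the arrays the infected pools differed by 0.05 ± 0.06 at 22 hpi and by 0.57 ± 0.02 at 18 hpi. As a ratio of infected to mock inoculated leaves, the measure of the qPCR, PDF1.3 responded at 22 hpi by 2.75 ± 0.06 after dawn and 2.60 ± 0.08 after night inoculation, a difference of 0.15 ± 0.10 in the paper's direction. The qPCR values were not analysed here.

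The paper states that Actin2 and PUX1 were constant across mock inoculated samples and unaffected by infection. The range of Actin2 over the mock pools, 0.22, was near the median of 0.21 for genes of like expression, and that of PUX1 was 0.10 (0.0567 to 0.139 with single replicates). In infected pools both were higher in each of the 4 comparisons, by 0.29 to 0.53 for Actin2 and 0.12 to 0.51 for PUX1. Shifts of this size were common, as 49.7% and 37.8% of genes of like expression had a smaller mean shift.

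The groups of 899 of 901 genes were the paper's. AT1G80160 fell into UPDOWN22 in place of UPDOWN18, and WRKY49 was both up- and downregulated in place of DOWNUP22, so that 245 genes were in the remaining groups against the paper's 246, and 13 were both up- and downregulated against the paper's 12. The TF classes of expression level, fold change and both held 23, 29 and 47 genes against the paper's 29, 33 and 37. Of the 99 TF genes 89 had the paper's class. WOX4, COL2, WRKY22, NAI1, AT5G56840 and AT1G71520 among those of expression level, and TT8, IAA29, RVE2 and DREB1A among those of fold change, had both differences here.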

Other observations

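Some tests below were chosen only after the result was seen. These are all tests of other groupings of the pools and both tests of the PDF1 genes.

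Chance as the source of the infection calls was weighed by fitting limma to every split of the 8 pools into 4 and 4. Only 1 of 35 splits, the infection split itself, called as many transcripts (15862 with infection as the only term), and the others called 0. For the genes selected by the analysis of variance, 98 of 100 assignments of the pools to the conditions selected as many genes, with a median of 6458 over the other assignments and a range of 653 to 9248. Most assignments mix infected and mock pools, so that the infection effect falls into other terms, and chance is not excluded by them. With dawn and night swapped within treatment and hour, 8 of 8 assignments, the real one included, selected as many genes, up to 1521. The number of selected genes alone therefore cannot tell the real order of dawn and night from other orders of the same pools.

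A shared direction in which duplicate arrays differ could have contributed to the selection. Its largest component held 61.9% of the variance of the duplicate differences, and across transcripts, which are not independent, it correlated at -0.36 with the difference between the dawn and night responses at 18 hpi. With this component taken out of every array 1470 genes were selected, and 912 of the 926 genes were among them. Taking it out also shrinks the residual of the analysis of variance, so this leaves the explanation open.

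The smaller response after night inoculation at 18 hpi was weighed in the same way. If it came from the mock inoculated pools, the slope of the night on the dawn response would reach 1 against the mean of both mock pools, but it was 0.775. A response to night inoculation that starts later is a candidate explanation, since against the same mean the slope at 22 hpi was 0.916. Harvest time differs between dawn and night inoculation throughout, and a difference in the size of the response was not excluded.

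The PDF1 genes responded more after dawn inoculation at 18 hpi. The mock inoculated night pool at 18 hpi lay above the mean of the 3 other mock pools by a median of 1.09 (0.86 to 1.20 over 5 genes), so a difference between the mock pools is a candidate explanation for part of the difference. Against the 3 other mock pools the median responses were 2.26 after dawn and 1.59 after night inoculation. Signal shared between near-identical genes stays open, since no probe sequences were used here. PDF1.1, which has no adjacent copy, had a difference in response of 1.99.

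Actin2 and PUX1 were higher in infected pools by a mean of 0.33 as deposited. Centring each array on its median gave 0.39, but it cannot undo the normalization between arrays, which stays open. RNA of B. cinerea on the array and a response of the plant also stay open and were not tested.

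JAZ6 (AT1G72450), which the paper studies in mutant plants, had responses of 0.88 and 0.91 at 18 and 22 hpi after dawn inoculation and 0.77 and 1.08 after night inoculation. Its infected pools differed by 0.09 at 18 hpi and 0.03 at 22 hpi. VSP1 and VSP2 of the MYC2 branch were lower in the infected dawn pool at 22 hpi, with differences of -1.26 and -1.20. Over the 7 genes of that branch, 6 were called for infection by limma on the pool means over all transcripts and 6 when adjusted over the list alone, and 0 for level (smallest adjusted p = 0.0501 over the list) or response. With duplicateCorrelation on all arrays limma called VSP1 for level (-0.86, adjusted p = 0.0482), but VSP1 was not called with the replicate number as a further term. The 5 heat-shock genes had a median difference of 0.71 between the infected pools at 18 hpi and 0.24 at 22 hpi. Limma on the pool means called 4 for infection over all transcripts and 5 when adjusted over the list alone, and 0 for level or response in either way. The hormone terms of UPUP18 also stand in the paper's table for UPDOWN22, with 12 genes for JA, 14 for ET, 15 for SA and 14 for ABA of 89.

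Among the 17 genes that duplicateCorrelation called for the difference between responses, 4 belong to the anthocyanin term, namely LDOX, DFR, UF3GT and GSTF12, chosen after their values were seen. With the replicate number as a further term LDOX and GSTF12 were still called, and DFR and UF3GT were not. Both fits draw on duplicate arrays as well as on pools.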
